# Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation

**DOI:** 10.1096/fj.202001101R

**Published:** 2021-01-23

**Authors:** Kasparas Petkevicius, Guillaume Bidault, Sam Virtue, Benjamin Jenkins, Xanthe A. M. H. van Dierendonck, Aurelien Dugourd, Julio Saez‐Rodriguez, Rinke Stienstra, Albert Koulman, Antonio Vidal‐Puig

**Keywords:** adrb2, dgat1, hilpda, immunometabolism, lipid

## Abstract

Tissue‐resident macrophages are required for homeostasis, but also contribute to tissue dysfunction in pathophysiological states. The sympathetic neurotransmitter norepinephrine (NE) induces an anti‐inflammatory and tissue‐reparative phenotype in macrophages. As NE has a well‐established role in promoting triglyceride lipolysis in adipocytes, and macrophages accumulate triglyceride droplets in various physiological and disease states, we investigated the effect of NE on primary mouse bone marrow‐derived macrophage triglyceride metabolism. Surprisingly, our data show that in contrast to the canonical role of NE in stimulating lipolysis, NE acting via beta2‐adrenergic receptors (B2ARs) in macrophages promotes extracellular fatty acid uptake and their storage as triglycerides and reduces free fatty acid release from triglyceride‐laden macrophages. We demonstrate that these responses are mediated by a B2AR activation‐dependent increase in *Hilpda* and *Dgat1* gene expression and activity. We further show that B2AR activation favors the storage of extracellular polyunsaturated fatty acids. Finally, we present evidence that macrophages isolated from hearts after myocardial injury, for which survival critically depends on leukocyte B2ARs, have a transcriptional signature indicative of a transient triglyceride accumulation. Overall, we describe a novel and unexpected role of NE in promoting triglyceride storage in macrophages that could have potential implications in multiple diseases.

**Abbreviations**
ADRP: adipose differentiation‐related protein
ATGL: adipose triglyceride lipase
B2AR: β2‐adrenergic receptor
BMDM: bone marrow‐derived macrophage
BSA: bovine serum albumin
cAMP: cyclic adenosine monophosphate
CRE: cAMP‐responsive element
CREB: cAMP‐responsive element‐binding protein
DAG: diacylglycerol
DGAT: diacylglycerol acyltransferase
FFA: free fatty acid
HILPDA: hypoxia‐inducible lipid droplet associated
LPS: lipopolysaccharide
NE: norepinephrine
PC: phosphatidylcholine
PE: phosphatidylethanolamine
PS: phosphatidylserine
qPCR: quantitative polymerase chain reaction
ROS: reactive oxygen species
TG: triglyceride

## 1 INTRODUCTION

Macrophages are innate immune cells that reside in all mammalian tissues. In a healthy tissue, macrophages are involved in processes related to tissue homeostasis, such as phagocytosis of apoptotic cells and the turnover of extracellular matrix.^1^ Moreover, macrophages are essential for the restoration of tissue homeostasis following an injury or infection—macrophages are rapidly recruited to the site of injury, where their pro‐inflammatory activation allows the phagocytosis of dying cells and invading pathogens. Once the initial insult has been resolved, macrophages subsequently acquire an anti‐inflammatory phenotype that is necessary for wound healing and tissue repair.^1^ Such macrophage activity within tissues is tightly regulated by a multitude of damage‐ and pathogen‐associated molecules, as well as signaling factors from other tissue‐resident cells.^2^ Abnormal macrophage phenotypes are observed in nearly all human pathophysiological states, and macrophages contribute to the progression of many diseases, such as type‐2 diabetes, atherosclerosis, and cancer.^3^ Therefore, there is a major interest in understanding how macrophage behavior is regulated in various disease states, and whether these regulatory pathways can be targeted therapeutically.

One of the regulators of macrophage activity within tissues is the sympathetic nervous system. Sympathetic nerve endings within tissues secrete the neurotransmitter norepinephrine (NE) upon firing, which then binds to the adrenergic receptors in tissue‐resident cells. NE has been shown to predominantly signal to macrophages via beta2‐adrenergic receptor (B2AR).^4^ In adipose tissues, sympathetic nerve activity maintains resident macrophages in an anti‐inflammatory state in a B2AR‐signalling dependent manner.^5^, ^6^ Similarly, B2AR activation by sympathetic neurons in the small intestine during enteric infection is critical to drive a tissue‐protective macrophage phenotype.^7^ The loss of gut sympathetic innervation elicits an innate immune system‐driven colitis,^8^ and the deletion of macrophage B2ARs exacerbates neuronal damage following enteric infection.^9^ Similarly, pharmacological blockade of B2AR enhances lipopolysaccharide (LPS)‐induced lung injury in mice.^10^ Furthermore, B2AR signaling in macrophages is necessary for heart repair and survival after myocardial infarction.^11^, ^12^ However, while the NE‐B2AR signaling axis has been described to play anti‐inflammatory and tissue‐protective roles in macrophages in multiple settings, other potential roles for NE signaling in macrophages are yet to be fully investigated.

One of the best‐described roles of the sympathetic nervous system in other physiological contexts is the stimulation of lipolysis in adipocytes during states of negative energy balance, such as fasting.^13^ NE binding to the adipocyte beta‐adrenergic receptors leads to the intracellular activation of protein kinase A (PKA), which phosphorylates lipid droplet protein perilipin‐1.^13^ Phosphorylated perilipin‐1 allows adipose triglyceride lipase (ATGL) to access triglycerides stored within lipid droplets and hydrolyze them to release free fatty acids (FFAs).^13^ Therefore, NE has a major role in regulating cellular triglyceride metabolism.

Lipid droplet‐containing macrophages have been observed in various physiological and pathological states. In white adipose tissues, resident macrophages accumulate triglycerides as lipid droplets after fasting‐ or pharmacologically induced lipolysis.^14^, ^15^ Obesity also leads to an increase in the population of lipid‐laden adipose tissue macrophages, which coincides with the development of adipose tissue inflammation and insulin resistance.^16^, ^17^ Similarly, cholesterol‐rich lipid droplet containing macrophages are found in atherosclerotic plaques.^18^ Furthermore, the accumulation of triglyceride‐rich lipid droplets in brain‐resident macrophages (microglia) during aging has been shown to contribute to neurodegeneration,^19^ and increased triglyceride storage in tumor‐associated macrophages has been linked to cancer progression.^20^, ^21^ Finally, macrophage pro‐inflammatory activation by bacterial components and/or interferon‐gamma leads to increased fatty acid partitioning to triglycerides due to the near‐complete inhibition of mitochondrial fatty acid oxidation that happens in response to inflammatory activation.^22^, ^23^, ^24^, ^25^, ^26^, ^27^

The role of neutral lipid storage in lipid droplets in macrophages is not clear. Some reports have shown that increased neutral lipid storage by macrophages reduces the intracellular levels of reactive pro‐inflammatory lipid intermediates, and thus plays an anti‐inflammatory role.^20^, ^21^, ^28^, ^29^ In support of this, macrophage‐specific overexpression of the gene‐encoding Diacylglycerol O‐Acyltransferase 1 (DGAT1), which catalyzes the final step in triglyceride biosynthesis, alleviates adipose tissue inflammation and improves systemic insulin sensitivity in mice fed high‐fat diet.^29^ Others have demonstrated that lipid droplets can act as reservoirs for precursor molecules required for pro‐inflammatory mediator synthesis, and therefore increased macrophage triglyceride storage can heighten inflammatory response.^30^, ^31^, ^32^ Support for the lipid‐mediator pool hypothesis comes from data obtained from macrophages lacking Hypoxia Inducible Lipid Droplet Associated (HILPDA) protein, a potent endogenous inhibitor of ATGL.^33^ *Hilpda*‐deficient macrophages cannot store triglycerides, leading to impaired prostaglandin E2 production.^30^ Reduced prostaglandin secretion in turn translates into reduced atherosclerotic plaque size and inflammation in macrophage‐specific *Hilpda* knockout mice compared to controls on an ApoE^‐/‐^ genetic background.^30^ Finally, it has also been shown that triglyceride storage in lipid droplets in activated macrophages can be disassociated from their inflammatory phenotypes^15^, ^34^—adipose tissue macrophages isolated from high‐fat diet‐fed macrophage‐specific *Hilpda* knockout mice have no lipid droplets, but the development of adipose tissue inflammation and insulin resistance in these mice are comparable to controls.^34^ Notably, while lipid‐laden macrophages have been identified in multiple physiological and disease states, and such lipid accumulation has been either positively or negatively linked to disease progression, the endocrine and paracrine signaling factors that specifically regulate lipid storage in macrophages are yet to be identified.

Given the central role of NE in stimulating triglyceride lipolysis in adipocytes, here we investigated the role of adrenergic signaling on lipid metabolism in mouse primary bone marrow‐derived macrophages (BMDMs). We found that B2AR activation in BMDMs rapidly upregulated the transcription of genes involved in triglyceride biosynthesis, namely, *Dgat1* and *Hilpda*. We then showed that B2AR stimulation in macrophages increased the storage of extracellular fatty acids as triglycerides, and that this effect was mediated by increased DGAT1 activity and by partial ATGL inhibition, likely due to increased HILPDA expression. Finally, we used data from mouse models of heart injury, which is characterized by a rapid surge in sympathetic nerve activity^35^ and requires macrophage B2ARs for the tissue repair and survival.^11^ We indicated that the transcriptional profile of increased triglyceride storage is also observed in macrophages isolated from injured hearts, suggesting that NE‐B2AR signaling might contribute to the triglyceride accumulation in macrophages in vivo.

## 2 MATERIALS AND METHODS

### 2.1 Reagents

All fatty acids and A922500 (10012708) were from Cayman. *E coli* LPS (L4391), (±)‐Norepinephrine (+)‐ bitartrate salt (A0937), fenoterol hydrobromide (F1016), bafilomycin A1 (B1793), and atglistatin (SML1075) were from Sigma. Interleukin‐4 (214‐14) was from Peprotech. ICI‐118,511 (0821) was from Tocris.

### 2.2 Mice

This research has been regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). Mice used for generation of BMDMs were male on a C57Bl/6J genetic background (bred in‐house or bought from Charles River, UK), used between 8 and 20 weeks of age. Macrophage‐specific *Adrb2* knockout mouse was generated by crossing a mouse model containing *loxP* sequences surrounding *Adrb2* alleles (*Adrb2* ^fl/fl^) to the Lyz2‐Cre mouse. *Adrb2* ^fl/fl^ mouse was generated by Prof. Florent Elefteriou and Prof. Gerard Karsenty as described^36^ and was kindly gifted to us by Prof. Gerard Karsenty on a pure C57Bl/6J genetic background. Hilpda^fl/fl^ and Hilpda^fl/fl^ Lyz2‐Cre mice were generated and bred as previously described.^34^

### 2.3 Culture of bone marrow–derived macrophages

Freshly isolated bone marrow cells were seeded in RPMI‐1640 with 20% L929 conditioned medium (generated as described^37^), 10% heat‐inactivated FBS (Gibco, Thermo Fisher Scientific), and 100 U/mL penicillin‐streptomycin (Thermo Fisher Scientific) in 10 cm non‐culture treated plates (Falcon) at a density of 5 × 10^6^ cells per plate per 10 mL of medium and cultured for 7 days at 37℃ in 5% CO_2_. Medium was replaced to a fresh one on day 5. On day 7, BMDMs were detached using ice‐cold PBS containing 1 mM EDTA, seeded in macrophage differentiation medium in cell culture plates (Falcon) at the density of 1.35 × 10^6^ cells/cm^2^, and used for experiments the following day. The cellular identity of BMDMs was routinely verified by measuring the expression of macrophage surface markers by flow cytometry as previously described^37^ (Figure S1).

### 2.4 Cell stimulations

All BMDM stimulations were performed in complete macrophage differentiation medium. Fatty acid treatments were done using FFAs conjugated to BSA (A8806, Sigma). 5% BSA solution in macrophage differentiation medium was conjugated with 2.5 mM fatty acid as described.^37^ In an experiment involving FFA mixtures, FFAs were conjugated to 5% BSA at 5 mM concentration (higher concentration was chosen to increase the abundance of intracellular triglycerides, in order to maximize the signal‐to‐noise ratio for LC‐MS detection of triglyceride species or for Oil Red O staining). For radiolabeling experiments, 0.006 MBq/mL [1‐^14^C]‐oleic acid (NEC317050UC, Perkin Elmer) was used together with non‐labeled oleic acid. For stable labeling experiment, pure [1‐^13^C]‐oleic acid (CLM‐149, Cambridge Isotope Laboratories) was used at an indicated concentration. In co‐stimulation experiments, inhibitors were added 30‐45 minutes prior to B2AR activation or FFA treatment, and B2AR agonists were added 5 minutes prior to FFA treatment.

### 2.5 Extraction of RNA and subsequent qPCR

RNA was extracted using Rneasy Plus Mini kit (74106, Qiagen) following manufacturers' instructions. Thirty μL of RNAse‐free water was used for elution. Complementary DNA (cDNA) was generated from 250 ng RNA using Promega M‐MLV reverse transcriptase kit in a 20‐μL reaction according to manufacturer's instructions. cDNA was diluted 75‐fold in RNAse‐free water and stored at −20°C. qRT‐PCR was performed using TaqMan or SYBR Green reagents according to manufacturer's instructions (Applied Biosystems). A standard curve generated from a pool of all cDNA samples was used for quantification. The expression of genes of interest was normalized using BestKeeper method to the geometric average of 3‐4 housekeeping genes (*18s, 36b4, Actb,* and *Tbp*), and data were expressed as arbitrary units. Primer sequences (5′‐3′) used in this study are listed in Table 1.

**TABLE 1:** qPCR primers used in this study

Gene	Forward primer (5′‐3′)	Reverse primer (5′‐3′)	Probe (5′‐3′)
*18s*	CGGCTACCACATCCAAGGAA	GCTGGAATTACCGCGGCT	GAGGGCAAGTCTGGTGCCAG
*36b4*	AGATGCAGCAGATCCGCAT	GTTCTTGCCCATCAGCACC	
*Actb*	GCTCTGGCTCCTAGCACCAT	GCCACCGATCCACACAGAGT	ATCAAGATCATTGCTCCTCCTGAGCGC
*Adrb2*	TGGTGGTGATGGTCTTTGTC	GTCTTGAGGGCTTTGTGCTC	
*Ptgs2*	CCCTGAAGCCGTACACATCA	GTCACTGTAGAGGGCTTTCAATTCT	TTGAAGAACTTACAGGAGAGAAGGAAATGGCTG
*Dgat1*	AGGTTCTCTAAAAATAACCTTGCATT	TCGTGGTATCCTGAATTGGTG	
*Dusp1*	GTGCCTGACAGTGCAGAATC	CACTGCCCAGGTACAGGAAG	
*Hilpda*	GCACGACCTGGTGTGACTGT	CCAGCACATAGAGGTTCAGCAT	
*Klf4*	CGGGAAGGGAGAAGACACT	GAGTTCCTCACGCCAACG	
*Nr4a1*	CTGTCCGCTCTGGTCCTC	AATGCGATTCTGCAGCTCTT	
*Tbp*	CAAACCCAGAATTGTTCTCCTT	ATGTGGTCTTCCTGAATCCCT	

### 2.6 RNA sequencing

One µg of total RNA was quality checked (RIN > 8.5) using an Agilent Bioanalyser 2100 system and then used to construct barcoded sequencing libraries with Illumina's TruSeq Stranded mRNA Library Prep Kit following manufacturer's instruction. All the libraries where then multiplexed and sequenced on one lane of Illumina HiSeq 4000 at SE50 at CRUK Cambridge Institute Genomics Core Facility. Sequence reads were mapped onto the GRCm38 genome using TopHat v2.0.11 and genes were counted using HTseq‐count (V0.8.0). Statistical analysis of the counts was performed in R (build 3.4.1). Counts were log_2_ normalized using Variance Normalization Stabilization (vsn). Differential expression analysis was performed using limma library and pathway analysis was performed using PIANO packages (used with all base enrichment methods except Wilcoxon, with 10 000 permutations if possible). Raw NGS data and a matrix containing raw gene counts have been deposited in GEO, accession number GSE160640.

### 2.7 Western blotting

BMDM protein lysates were subjected to SDS‐PAGE 10% polyacrylamide electrophoresis (NuPAGE, Thermofisher) and transferred onto a nitrocellulose membrane (iBlot, Thermofisher) according to manufacturer's protocol. Membranes were blocked for 1 hour in 5% milk (Marvel) and probed with the following antibodies overnight at 4°C: anti‐CREB (48H2, Cell signaling), anti‐P‐Ser133 CREB (87G3, Cell signaling), and anti‐beta‐actin (ab8227, Abcam), then detected using a peroxidase‐coupled secondary anti‐rabbit antibody (7074, Cell signaling) and enhanced chemiluminescence (WBLUF0500, Millipore).

### 2.8 DGAT activity assay

Microsomes were isolated from 10^7^ BMDMs as described.^38^ Briefly, cells were homogenized in 5 mL of homogenizing buffer (10 mM Tis‐HCl, 0.25 M sucrose, 1 mM EDTA, pH 7.0) and centrifuged as follows: 10 minutes at 700 g, 10 minutes at 8000 g, and 10 minutes at 17 000 g, all at 4°C. The supernatant was then transferred to a fresh tube and centrifuged at 1 05 000 g, 4°C for 45 minutes. The pellet containing microsomes was resuspended in 50 μL of 0.1 M Tris‐HCl (pH 7.4). Microsomal DGAT activity was determined by measuring the esterification of palmitoyl‐CoA and oleoyl‐CoA to sn‐1,2‐dioctanoylglycerol in the same reaction by GC‐MS as described^39^ and normalized to total microsomal protein concentration.

### 2.9 Oil Red O staining

Oil Red O staining was performed following the standard protocol as described.^34^ In order to quantify the Oil Red O staining intensity, images were first adjusted for white balance, then red channel was isolated, and the percentage of dark pixels in the image was quantified after adjusting the threshold against the background.

### 2.10 Fatty acid oxidation assay

FAO assay was adapted from a published protocol.^40^ BMDMs were treated as described in the legend before washing them with PBS and incubating in the presence of FAO medium (DMEM containing 12.5 mM HEPES, 1 mM L‐carnitine, 0.3% BSA, and 100 μM oleate with ^14^C‐tracer). Zero h NE and etomoxir treatments were performed immediately after the medium change. Plates were then immediately sealed with parafilm and placed at 37°C for 3 hours. Once the FAO reaction finished, 400 μL of the reaction medium was transferred into the CO_2_ trapping tubes containing 200 μL of concentrated HCl and NaOH‐containing paper discs in the lids, then incubated for 1 hour at room temperature. ^14^CO_2_ was detected by measuring the radioactivity in the paper disks by liquid scintillation counting.

### 2.11 Seahorse mitochondrial stress assay

BMDMs were plated in XF‐96 cell culture plates (Agilent) at a density of 50 000 cells per well, and the cells were stimulated with 1 μM NE at 1 or 4 hours prior to the assay. Cells were washed and the medium change for the XF assay medium (unbuffered DMEM pH 7.4 supplemented with 2 mM L‐glutamine and 11 mM glucose), then incubated for 1 hour in a non‐CO2 incubator, following manufacturer instructions. Real‐time measurement of oxygen‐consumption rate (OCR) was performed using an XF‐96 Extracellular Flux Analyzer (Seahorse Bioscience). To assess mitochondrial respiration, four consecutive measurements were obtained under basal conditions and after the sequential addition of 1 μM oligomycin, to inhibit mitochondrial ATP synthase; 1.5 μM FCCP (fluoro‐carbonyl cyanide phenylhydrazone), a protonophore that uncouples ATP synthesis from oxygen consumption by the electron‐transport chain; 40 μM Etomoxir, a CPT1a inhibitor to inhibit fatty acid oxidation, and 100 nM rotenone plus 1 μM antimycin A, which inhibit the electron transport chain. All drugs were purchased from Sigma.

### 2.12 Lipid extraction

Total lipids from cells were extracted using a modified Folch extraction method as described,^37^ dried under nitrogen stream, and stored at −20°C for subsequent processing. Neutral lipid fraction was isolated in chloroform using solid‐phase extraction columns (Bond Elut, 12113014, Agilent).

### 2.13 Thin‐layer chromatography

Dried lipids from 10^6^ BMDMs were solubilized in 50 µL of chloroform. Twenty µL of lipids were then spotted at the bottom of TLC silica plates (Z292974, Sigma). TLC plates were placed into hermetic glass chambers containing one of the following solutions: 65:25:4 chloroform:methanol:ammonium hydroxide v/v for phospholipid separation, or 80:20:1 hexane:diethyl ether:acetic acid v/v for neutral lipid separation. Plates were developed, dried under laminar flow, and incubated with radiographic films (47410, Fujifilm) overnight at room temperature. Radiographic films were developed using automated film developer and scanned. ImageJ software (NIH) was used to calculate the density of the bands on scanned radiograms.

### 2.14 [1‐^13^C]‐oleic acid detection by GC‐MS

Dried neutral lipids from 10^7^ BMDMs were hydrolyzed and converted into fatty acid methyl esters, which were then detected by GC (Agilent 7890B) coupled to MS (Agilent 5977A) using a TR‐FAME column (260M142P, Thermofisher) as described.^37^ 1‐^13^C oleate was quantified from an M + 1 ion of ^12^C‐oleate‐methyl ester (285 m/z).

### 2.15 LC‐MS lipid analysis

To the previously dried lipid samples, 60 µL of the lipid internal standard was added (methanol containing CE(18:0)d6, Ceramide(16:0)d31, FA(15:0)d29, LPC(14:0)d42, PA(34:1)d31, PC(34:1)d31, PE(34:1)d31, PG(34:1)d31, PI(34:1)d31, PS(16:0)d62, SM(16:0)d31, TG(45:0)d29, and TG(54:0)d35, all at 10 µg/mL). The samples were then thoroughly vortexed, then dried under a gentle stream of nitrogen. The samples were then reconstituted by adding 740 µL of 4:1 mix of isopropanol and acetonitrile, respectively, and vortexed ensuring there was no undissolved material. The samples were then analyzed by LC‐MS as described.^37^ The semi‐quantitation of the lipids was calculated by the integration of the analyte MS signal relative to the lipid class internal standard concentration.

### 2.16 Statistical analysis

All data from experiments is represented as a mean, with error bars showing standard error of the mean and the number of replicates stated in the legend. Some data are represented as a fold change, and it is stated in legend to what value the data represented was normalized to generate the fold change. Statistical tests used are also stated in legend. All statistical tests were performed and graphs were generated using GraphPad Prism 6 software. In order to assess similarities between RNA sequencing datasets, we used GSEA to see if the DEG by fenoterol in BMDMs were significantly enriched in the top 500 DEG of a heart injury macrophage dataset, and vice versa. Graphs and figures were edited for presentation using Adobe Illustrator CC 2015 software.

## 3 RESULTS

### 3.1 B2AR stimulation rapidly upregulates CREB‐dependent gene transcription in BMDMs

Prior to investigating the effects of NE on BMDM lipid metabolism, we sought to understand the specificity and kinetics of NE signaling in macrophages. Given the extensive literature on the importance of B2AR in macrophage biology, we focused on B2AR as the main receptor of NE in BMDMs. Indeed, the *Adrb2* gene that encodes B2AR was the highest expressed adrenergic receptor isoform in mouse BMDMs (data not shown). *Adrb2* expression was rapidly downregulated following stimulation with NE (Figure 1A), indicating a negative feedback loop that could act to limit further signaling by reducing receptor expression. We then focused on B2AR‐induced downstream PKA activation. One of the best‐described PKA phosphorylation targets is a transcription factor cAMP response element‐binding protein (CREB), which activates the transcription of genes with CRE sequences in their promoter.^41^ In order to monitor CREB activity, we measured the expression levels of four genes, namely, *Nr4a1*, *Klf4*, *Dusp1,* and *Ptgs2*, that have established roles in macrophage biology and are *bona fide* CREB targets.^41^ Stimulating BMDMs with fenoterol, a B2AR‐specific agonist, rapidly induced the transcription of all four CREB‐dependent genes, with peak expression levels observed 1 hour post stimulation (Figure 1B).

**FIGURE 1:**
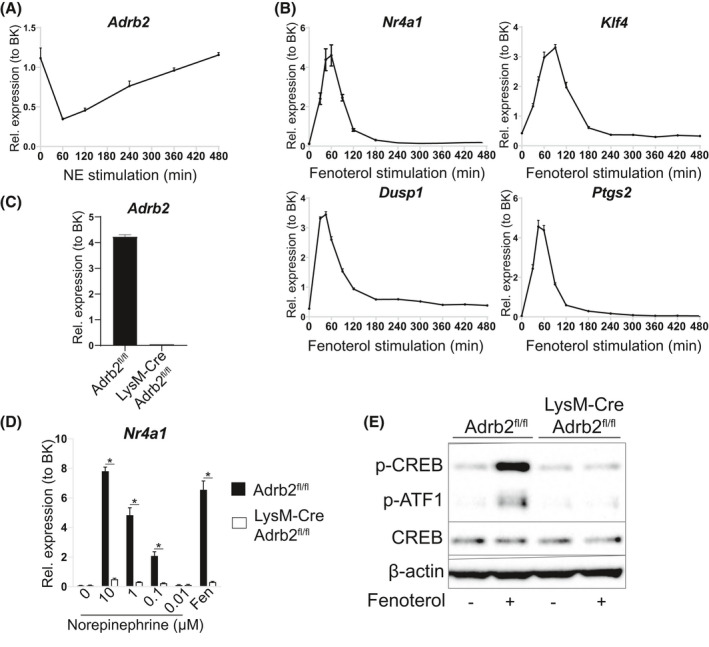
NE stimulates CREB‐dependent gene expression via B2ARs in BMDMs. A, *Adrb2* mRNA levels in BMDMs treated with 1 μM NE for indicated periods of time. B, *Nr4a1, Klf4, Dusp1,* and *Ptgs2* mRNA levels in BMDMs treated with 1 μM fenoterol for indicated periods of time. C, *Adrb2* mRNA levels in BMDMs from *Adrb2* ^fl/fl^ and Lyz2‐Cre *Adrb2* ^fl/fl^ mice. D, *Nr4a1* mRNA levels in *Adrb2* ^fl/fl^ and Lyz2‐Cre *Adrb2* ^fl/fl^ BMDMs treated with indicated doses of NE or 1 μM fenoterol for 1 h. E, Representative Western blot of indicated proteins in *Adrb2* ^fl/fl^ and Lyz2‐Cre *Adrb2* ^fl/fl^ BMDMs treated with 1 μM fenoterol for 20 min. All graphs show means ± SEM. N = 4 mice per treatment or genotype in all experiments. In D, *indicates *P* < .05 compared between genotypes using two‐way ANOVA with Bonferroni's multiple comparisons test. In A‐C, significant differences were not assessed

In order to understand whether NE stimulates gene expression specifically via B2ARs, we obtained BMDMs from macrophage‐specific *Adrb2* knockout mice. These mice had previously been described to have unaltered macrophage development, thus represented a valid model for our experiments.^9^ We observed an almost complete loss of *Adrb2* expression in *Adrb2* knockout BMDMs (Figure 1C). Importantly, NE induced the expression of *Nr4a1* in WT BMDMs in a dose‐dependent manner, and this increase was almost completely abolished in *Adrb2* knockout cells (Figure 1D). Finally, we found that fenoterol induced PKA activation in WT macrophages, as evidenced by increased CREB phosphorylation on PKA target phosphosite Ser133, and this activation was abolished in *Adrb2* knockout BMDMs (Figure 1E). Overall, we found that NE rapidly activated CREB‐dependent gene transcription in BMDMs in a B2AR‐specific manner.

### 3.2 B2AR stimulation upregulates the transcription of genes involved in triglyceride storage in BMDMs

Having established the specificity and kinetics of NE signaling in BMDMs, we decided to perform global transcriptomic analysis in order to identify transcriptional changes in response to fenoterol stimulation. We chose two timepoints following B2AR activation—1 hour, representing a peak expression levels of the upregulated CREB‐dependent genes (Figure 1B), and 4 hours, representing any potential genes with delayed transcriptional activation. 

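BMDMs were grown from the bone marrow of 4 C57BL/6J mice, and cells of each mouse were left untreated or treated with 1 μM fenoterol for 1 h or 4 h, which gave 3 groups of 4 libraries. According to the methods, stranded mRNA libraries were made from total RNA and sequenced in 1 lane as single-end reads of 50 bases, and the reads were mapped to GRCm38 with TopHat and counted per gene with HTSeq-count. The authors deposited these raw counts, 1 column per library, without normalization. The paper's text names neither the strand option of the counting nor the annotation release. The total count per library was 14580533 to 22580692 in untreated BMDMs (median 18975206), 18288911 to 20549801 after 1 h of fenoterol (median 19843792) and 18446470 to 24153284 after 4 h (median 19543222). The 10 genes with the most counts took 9.76% to 11.1% of the counts of a library. In the paper, counts were normalized with the variance stabilization method vsn and tested with limma. Here the deposited counts were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit over all 12 libraries with a mean for each group. Of the 53379 genes listed, 12386 passed edgeR's filter on low counts and were tested. P-values were adjusted by the Benjamini-Hochberg method over these genes, separately at each time point. The paper's text does not state the threshold for a DEG, so genes with an adjusted p under 0.05 were counted both with and without a minimum change of 2-fold. Normalized counts are counts scaled to the mean library size. The biological coefficient of variation between replicates was 0.112. The TMM factors were 1.00 to 1.02 in untreated BMDMs, 0.953 to 0.974 at 1 h and 1.02 to 1.04 at 4 h, so that omitting them shifts all fold changes at 1 h.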

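At 1 h, 2493 of the 12386 genes tested differed from untreated BMDMs with an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these genes, 1242 were higher and 1251 lower. A change of at least 2-fold was seen in 486 genes, of which 368 were higher and 118 lower. The share of higher genes among them was 75.7% (95% Wilson interval 71.7% to 79.3%). At 4 h, 4958 genes had an adjusted p under 0.05, with 2437 higher and 2521 lower. A change of at least 2-fold was seen in 1003 of them, of which 496 were higher and 507 lower, a share of higher genes of 49.5% (95% Wilson interval 46.4% to 52.5%). Genes are not independent of each other, and these intervals cover counting error only. With scaling by library size only, 2918 genes passed at 1 h, of which 32.5% were higher, against 49.8% with TMM normalization. Among the genes changed at least 2-fold, the share of higher genes was then 70.2%. With the mouse as a block in the fit, which pairs the libraries, 3348 genes passed at 1 h and 5870 at 4 h. The number of genes at 1 h moved most, to 4135, when a correction for GC content and gene length was added to the block. That addition was chosen after seeing the data. Between the 2 time points, 4773 genes differed with an adjusted p under 0.05, of which 48.6% were higher at 4 h. With scaling by library size only, this share was 65.7% of 5333 genes. Of the 785 genes that differed at least 2-fold, 271 (34.5%) were higher at 4 h, and with scaling by library size only the share was 44.4%. Both lists were compared with the same untreated libraries. They shared 1675 genes, of which 1528 changed in the same direction. Pearson's r of the log2 fold changes at 1 h and 4 h was 0.606 across the genes tested. In 20 simulations of unchanged groups that shared the untreated libraries, r lay between 0.480 and 0.527. The share of genes with the same sign at both time points was 65.4%, below the 65.6% to 67.7% of these simulations. The simulations draw libraries independently, with no changed genes and no likeness between libraries of the same mouse. The data differ in both respects, so this share cannot decide whether the 2 time points resemble each other by sign. In the same direction, 2200 genes had an unadjusted p under 0.05 at both time points, against at most 168 in a simulation, and 0 genes passed both adjusted thresholds in any simulation.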

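The genes that the paper followed as CREB targets (Figure 1B) were among those tested. *Nr4a1* (ENSMUSG00000023034), on chromosome 15 of GRCm38 from 101254269 to 101274795, rose from 131 ± 27.9 normalized counts (SD, n = 4 mice) in untreated BMDMs to 4629 ± 289 at 1 h and was at 263 ± 70.7 at 4 h. Its log2 fold change was 5.16 (standard error 0.18, adjusted p = 3.63e-11 from edgeR's quasi-likelihood test) at 1 h and 1.03 (standard error 0.19, adjusted p = 0.000446) at 4 h. *Klf4* (ENSMUSG00000003032), on chromosome 4 from 55527143 to 55532466, had a log2 fold change of 3.62 (standard error 0.13, adjusted p = 3.03e-11) at 1 h. At 4 h it was not distinguishable from untreated BMDMs, at 0.11 (standard error 0.13, adjusted p = 0.568), and the sign changed, to -0.00496, when untreated replicate 3 was left out. *Dusp1* (ENSMUSG00000024190), on chromosome 17 from 26505590 to 26562128, was higher by 4.18 (standard error 0.11, adjusted p = 2.06e-12) at 1 h and by 1.89 (standard error 0.10, adjusted p = 3.32e-09) at 4 h on the log2 scale. *Ptgs2* (ENSMUSG00000032487), on chromosome 1 from 150100031 to 150108227, had only 4 to 6 counts per untreated library and 568 to 1172 counts per library at 1 h, a log2 fold change of 7.29 (standard error 0.30, adjusted p = 1.73e-10). All 4 genes were lower at 4 h than at 1 h in each of the 4 mice. Among genes with a mean normalized count of at least 50 that changed in the same direction in all 4 mice, the largest rises at 1 h by edgeR's fitted values were those of *Fosb* (log2 fold change 9.71), *Tnfaip6* and *Nr4a3* (8.81). *Tnfaip6* had at most 1 count per untreated library and was at least 69.1-fold higher at 1 h. The largest falls at 1 h were those of *Kcnj2* (-3.71), *Ccl3* (-3.65) and *Irf4* (-3.53). At 4 h, the largest rises by edgeR's fitted values were those of *Ramp3*, which had at most 2 counts per untreated library and was at least 62.9-fold higher, *Nt5e* (7.92) and *Trem1* (7.01). This order rests on untreated counts near 0 and did not hold in limma on vsn-scaled counts, where *Tnfaip6* (2.69) and *Nr4a3* (4.98) at 1 h lay below *Nr4a2* (6.36), and *Ramp3* (2.56), *Nt5e* (3.68) and *Trem1* (4.30) at 4 h lay below *Thbs1* (6.96). The largest falls at 4 h were those of *Fam214a* (-3.96), *Gpr155* (-3.94) and *Rasgrp3* (-3.71). The largest adjusted p among these 12 changes was 1.79e-05.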

RNA sequencing analysis of the two timepoints of activation showed two distinct profiles of transcriptional regulation—at 1 hour, B2AR stimulation predominantly resulted in the upregulation of gene transcription (Figure 2A), while at 4 hours there were comparable numbers of increased and decreased differentially expressed genes (DEGs) (Figure 2B).

**FIGURE 2:**
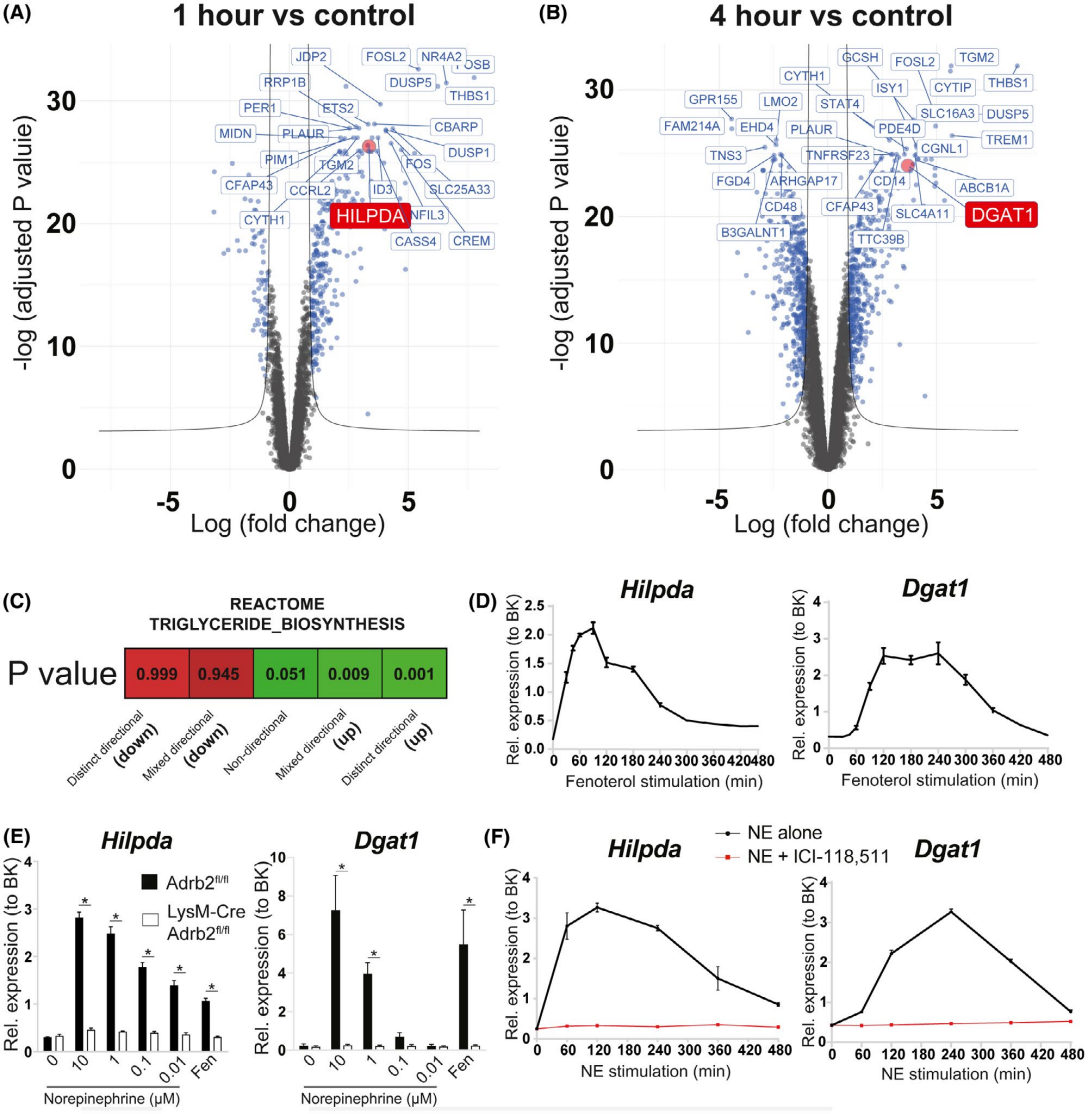
B2AR activation in BMDMs promotes the transcription of genes involved in triglyceride biosynthesis. Volcano plots indicating the differentially expressed genes as blue dots between BMDMs treated with 1 μM fenoterol for A) 1 h or B) 4 h and untreated controls. C, ‘Reactome_Triglyceride_Biosynthesis' pathway activation status based on the changes in global gene expression between BMDMs treated with 1 μM fenoterol for 1 h and untreated controls. D, *Hilpda and Dgat1* mRNA levels in BMDMs treated with 1 μM fenoterol for indicated periods of time. E, *Hilpda and Dgat1* mRNA levels in *Adrb2* ^fl/fl^ and Lyz2‐Cre *Adrb2* ^fl/fl^ BMDMs treated with indicated doses of NE or 1 μM fenoterol for 1 h (*Hilpda*) or 4 h (*Dgat1*). F, *Hilpda* and *Dgat1* mRNA levels in BMDMs treated with 1 μM NE in the presence or absence of 1 μM B2AR antagonist ICI‐118,511 for indicated periods of time. All graphs show means ± SEM. N = 4 mice per treatment or genotype in all experiments. In E, *indicates *P* < .05 compared between genotypes using two‐way ANOVA with Bonferroni's multiple comparisons test. In D, F, significant differences were not assessed

Interestingly, further bioinformatic analysis revealed that one of the biological pathways upregulated by B2AR activation in BMDMs was triglyceride biosynthesis (Figure 2C). 

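The paper used PIANO with a Reactome set for triglyceride biosynthesis, whose members the paper's text does not list. A hand-written list of 19 genes that encode the enzymes of triglyceride assembly was tested in its place, and 15 of them passed the filter on low counts. The list was higher at 1 h in limma's camera test on the edgeR fit, with a preset correlation between genes of 0.01 (two-sided p = 0.00302, adjusted p = 0.0151 over 20 tests of gene sets). It was also higher at 4 h (adjusted p = 0.0309). The mean log2 change of the list was positive in each of the 4 mice, from 0.38 to 0.47 at 1 h and from 0.32 to 0.51 at 4 h. Under fry, the adjusted p was 4.64e-05 at each time point. That test asks only whether the list itself changed and does not compare it with the other genes, so it does not retest the camera calls. The camera calls did not hold with the correlation estimated from the data. The unadjusted p was then 0.0217 at 1 h and 0.0304 at 4 h in limma's camera test, and the adjusted p 0.304 at each time point. The camera calls also did not hold without *Dgat1*, where camera with the preset correlation gave p = 0.112 at 1 h and p = 0.129 at 4 h. A wider list of 43 genes, 34 of them tested, which adds fatty acyl-CoA synthesis, gave an adjusted p of 0.0131 at 1 h and 0.0433 at 4 h with the preset correlation, but did not pass with the correlation estimated from the data (adjusted p = 0.694 at 1 h and 0.909 at 4 h). At 1 h, 10 of the 15 genes had a higher value and the median log2 fold change was 0.14. Of the 15, 5 had an adjusted p under 0.05 over all genes tested, all of them higher, and 6 when adjusted over the list alone. Besides *Dgat1*, these were *Gpat3* (log2 fold change 1.34), *Lpin2* (1.03), *Agpat4* (0.33) and *Gpat4* (0.15). The count of *Gpat3* was low, at 13.1 normalized counts in untreated BMDMs, and 30.0% of its exon bases are overlapped by a gene on the opposite strand. At 4 h, 7 genes were higher and 1 lower with an adjusted p under 0.05, and 11 passed when adjusted over the list alone, of which 7 were higher and 4 lower. The lower gene was *Agpat2*, at -0.35. From the changes in global gene expression at 1 h, the paper concludes that triglyceride biosynthesis was among the pathways upregulated in fenoterol-treated BMDMs (Figure 2C).

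**Figure D1:**
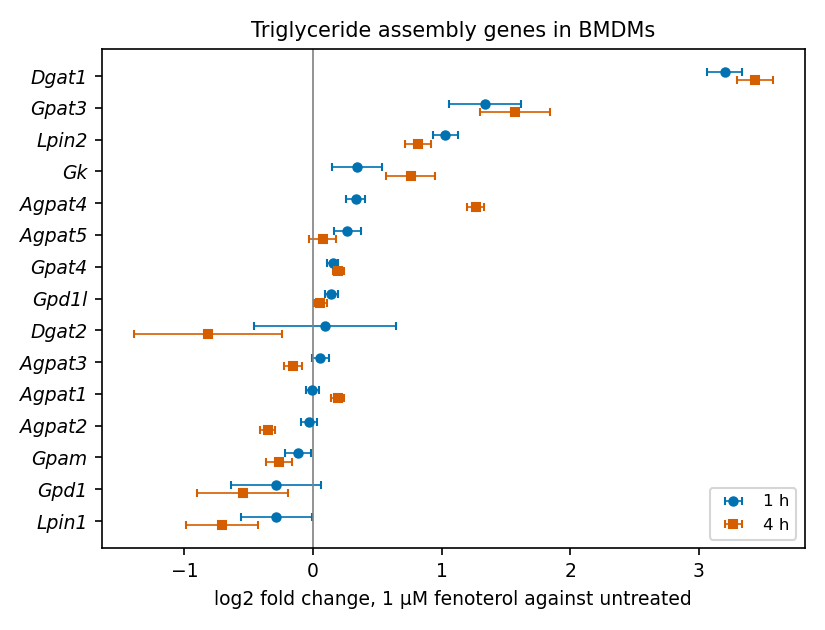
Log2 fold change of the 15 tested triglyceride assembly genes in BMDMs treated with 1 μM fenoterol for 1 h (circles) or 4 h (squares) against untreated BMDMs, with the standard error from edgeR's fit over 4 mice per group (bars). *Dgat1* lies apart from the other genes at both time points, and *Dgat2* has the widest standard errors.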

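*Hilpda* (ENSMUSG00000043421) lies on chromosome 6 of GRCm38 from 29272488 to 29275446 and encodes a lipid droplet-associated inhibitor of ATGL. Its normalized count was 96.0 ± 15.2 (SD, n = 4 mice) in untreated BMDMs, 1254 ± 216 at 1 h and 694 ± 76.2 at 4 h. The log2 fold change was 3.71 (standard error 0.14, adjusted p = 8.41e-11 from edgeR's quasi-likelihood test) at 1 h and lay between 3.41 and 4.24 in the single mice. By p-value, *Hilpda* ranked 50 of the 12386 genes tested at 1 h. At 4 h its log2 fold change was 2.86 (standard error 0.14, adjusted p = 1.17e-09), and it was lower than at 1 h by -0.85 (standard error 0.12, adjusted p = 5.41e-05), in each of the 4 mice. *Dgat1* (ENSMUSG00000022555) lies on chromosome 15 from 76502015 to 76511953 and encodes an enzyme of the last step of triglyceride synthesis. Its normalized count was 327 ± 26.8 (SD, n = 4 mice) in untreated BMDMs, 3011 ± 463 at 1 h and 3546 ± 636 at 4 h. The log2 fold change was 3.20 (standard error 0.14, adjusted p = 2.91e-10) at 1 h and 3.44 (standard error 0.14, adjusted p = 1.48e-10) at 4 h, where *Dgat1* ranked 51 of the genes tested. The difference of 0.24 between the time points (standard error 0.12) was positive in each of the 4 mice and did not pass the threshold (adjusted p = 0.144). It did so with the mouse as a block in the fit, at 0.23 with an adjusted p of 0.0187, and with scaling by library size only, at 0.33 with an adjusted p of 0.0337, in a range of adjusted p from 0.00738 to 0.475 over all alternatives. The ranks moved more than the fold changes. With limma-voom in place of edgeR, *Hilpda* ranked 106 at 1 h and *Dgat1* ranked 83 at 4 h. Without the filter on low counts, *Dgat1* ranked 14. With 1 library left out in turn, the rank of *Hilpda* lay between 26 and 60 and that of *Dgat1* between 20 and 77. No stretch of 50 bases of either transcript is also in a transcript of another gene.

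**Figure D2:**
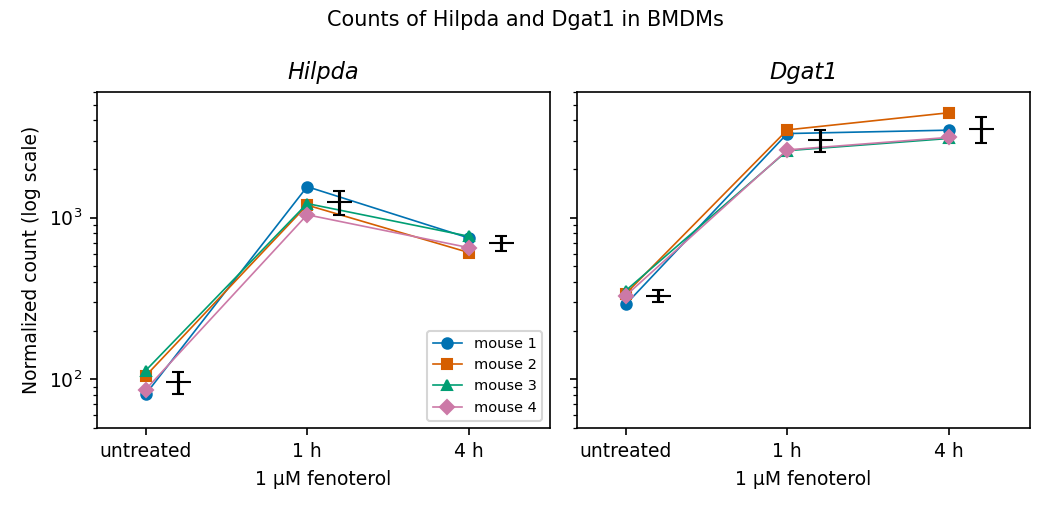
Normalized counts of *Hilpda* and *Dgat1* on a log scale in untreated BMDMs and after 1 h or 4 h of 1 μM fenoterol. Lines join the libraries of each of the 4 mice, and black bars give the mean and SD of each group. Untreated values of *Hilpda* lie between 80.5 and 113 and those at 1 h between 1042 and 1556.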

Biased analysis of top DEGs revealed two candidate genes with known roles in triglyceride biosynthesis in macrophages—*Hilpda* (#25 top DEG at 1‐hour timepoint, Figure 2A and Table S1) and *Dgat1* (#32 top DEG at 4‐hour timepoint, Figure 2B and Table S2). Of note, the *Dgat1* gene contains a CRE sequence in its promoter and *Dgat1* has been validated as a transcriptional target of CREB in myocytes.^42^

We verified our findings by qPCR in multiple ways. Firstly, a time‐course of fenoterol stimulation revealed that *Hilpda* was a downstream target of B2AR activation. *Hilpda* expression peaked at 10‐fold over baseline at 90 minutes post stimulation (Figure 2D). *Dgat1* also responded to B2AR activation with a 10‐fold increase in expression observed at 2‐4 hours post B2AR activation (Figure 2D). Furthermore, NE stimulation increased the expression of *Hilpda* and *Dgat1* in WT BMDMs in a dose‐dependent manner, and this effect was lost in *Adrb2*‐knockout macrophages (Figure 2E). Finally, *Hilpda* and *Dgat1* transcriptional activation by NE was completely abolished by B2AR‐specific antagonist ICI‐118,511 (Figure 2F). Overall, our data were consistent with B2AR driving a lipid storage program in BMDMs. We next set out to determine the functional relevance of increased *Dgat1* and *Hilpda* gene expression.

### 3.3 B2AR stimulation promotes the uptake and storage of extracellular oleate in triglycerides in BMDMs

Initially, we investigated whether B2AR activation increased triglyceride biosynthesis in BMDMs. To do so, we stimulated BMDMs with NE and incubated them with stably labeled monounsaturated fatty acid oleate. Oleate is known to be more readily directed toward triglyceride storage by cultured cells when compared to saturated fatty acids such as palmitate.^43^ Analysis of neutral lipids revealed that cells stored similar amounts of ^13^C‐oleate after 8 and 24 hours of incubation, suggesting that BMDMs reached their triglyceride storage capacity limit within the first 8 hours of oleate treatment (Figure 3A). Strikingly, NE enhanced the amount of ^13^C‐oleate stored in neutral lipids by 2‐fold at 8 hours and by 3‐fold at 24 hours of treatment, and this effect could be blocked by ICI‐118,511, indicating that B2AR activation increased triglyceride storage in BMDMs (Figure 3A). In line with these findings, NE treatment increased DGAT activity in BMDM microsomes both at 8 and 24 hours post B2AR activation (Figure 3B). Interestingly, increased DGAT activity was specific to NE, as neither pro‐inflammatory activation by LPS nor anti‐inflammatory activation by interleukin‐4 (IL‐4)‐modulated microsomal DGAT activity in BMDMs (Figure 3B). Of note, DGAT activity in BMDM microsomes in vitro could be completely blocked in the presence of DGAT1‐specific inhibitor A922500 (DGAT1i), indicating that DGAT1 is the predominant DGAT isoform in BMDMs (Figure S2).

**FIGURE 3:**
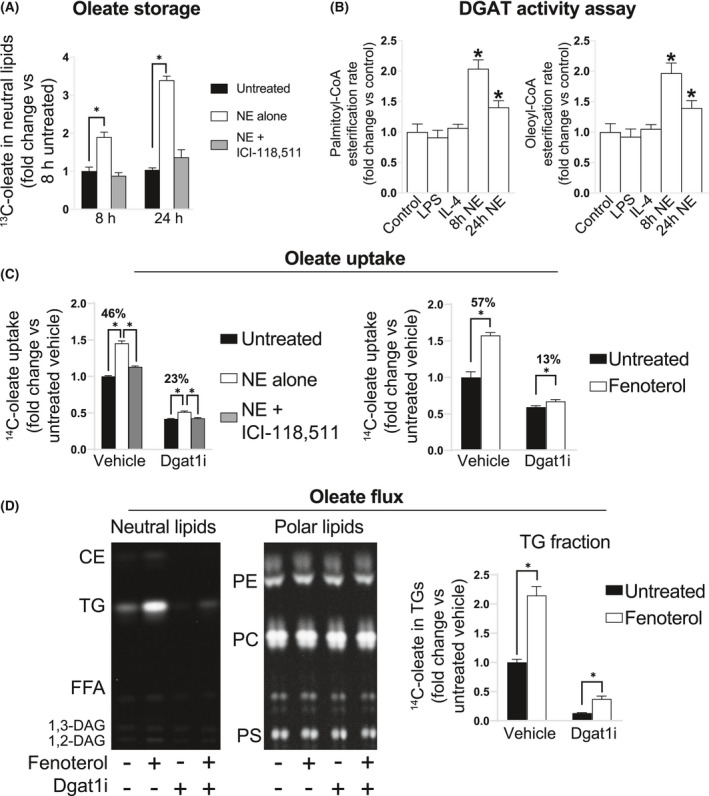
B2AR activation promotes extracellular oleate storage as triglycerides in macrophages in a DGAT1‐dependent manner. A, GC‐MS quantification of ^13^C‐oleate in the neutral lipid fraction of BMDMs stimulated with 1 μM NE in the presence or absence of 1 μM B2AR antagonist ICI‐118,511 and treated with 250 μM ^13^C‐oleate for 8 and 24 h. Values are normalized to the ^13^C‐oleate amount in the neutral lipid fraction of unstimulated cells after 8 h of oleate loading. B, DGAT activity in the microsomal fraction of BMDMs stimulated with 100 ng/mL LPS or 10 μM IL‐4 for 24 h, or 1 μM NE for 8 or 24 h, using palmitoyl‐CoA or oleoyl‐CoA as a substrate, expressed as fold change from untreated cells. C, Oleate uptake by BMDMs, stimulated with 1 μM fenoterol, 1 μM NE, 1 μM B2AR antagonist ICI‐118,511, 1 μM DGAT1 inhibitor A922500, as indicated on the graph, or treated with 250 μM oleate in the presence of ^14^C‐oleate tracer for 16 h. Oleate uptake is expressed as a fold change in specific activity of stimulated cells from unstimulated controls. D, Representative areas of thin‐layer chromatography plate autoradiograms of separated neutral or polar lipids (from the same total lipid samples) isolated from BMDMs stimulated with 1 μM fenoterol and 1 μM A922500 as indicated, then treated with 100 μM oleate containing ^14^C‐oleate tracer for 16 h. Graph shows the quantification of TG band intensities, normalized to the intensity of untreated vehicle group. All graphs show means ± SEM. N = 4 mice in all experiments. In A, C, D, *indicates *P* < .05 compared between treatments using 2‐way ANOVA (in B, 1‐way ANOVA) with Bonferroni's multiple comparisons test

We then addressed the importance of increased DGAT1 activity on the uptake and storage of oleate in BMDMs. DGAT1i treatment reduced the total oleate uptake by BMDMs by 2‐fold over 16 hours of incubation, suggesting that fatty acid esterification to triglycerides is one of the main processes driving extracellular fatty acid influx to BMDMs (Figure 3C). Similarly, B2AR activation increased the total oleate uptake by 1.5‐fold, and this increase was markedly diminished in the presence of DGAT1i (Figure 3C). Furthermore, tracing the flux of radiolabel revealed that while oleate was readily incorporated in triglycerides and all major phospholipid classes in BMDMs, B2AR selectively increased oleate flux to triglycerides without affecting the radiolabeling of other lipid species, and inhibiting DGAT1 activity blocked most of the triglyceride storage in BMDMs (Figure 3D). Altogether, our results showed that B2AR activation elevated DGAT1 activity, which increased oleate uptake and storage as triglycerides in BMDMs.

### 3.4 B2AR stimulation reduces the rate of triglyceride lipolysis by HILPDA‐dependent inhibition of ATGL activity in BMDMs

Next, we sought to address the role of B2AR‐mediated *Hilpda* transcriptional activation in promoting triglyceride storage in BMDMs. Given that HILPDA is an endogenous ATGL inhibitor,^33^ we designed a lipolysis assay that allowed us to assess the contribution of different lipolytic pathways to FFA release in BMDMs. We first loaded BMDMs overnight with oleate (containing radiolabeled tracer), then washed the cells, changed the medium, immediately stimulated the cells with B2AR agonists, and monitored the release of radiolabel into the fresh medium. B2AR activation resulted in a reduced rate of intracellular oleate release into the medium, and this could be reversed by B2AR antagonism (Figure 4A).

**IGURE 4:**
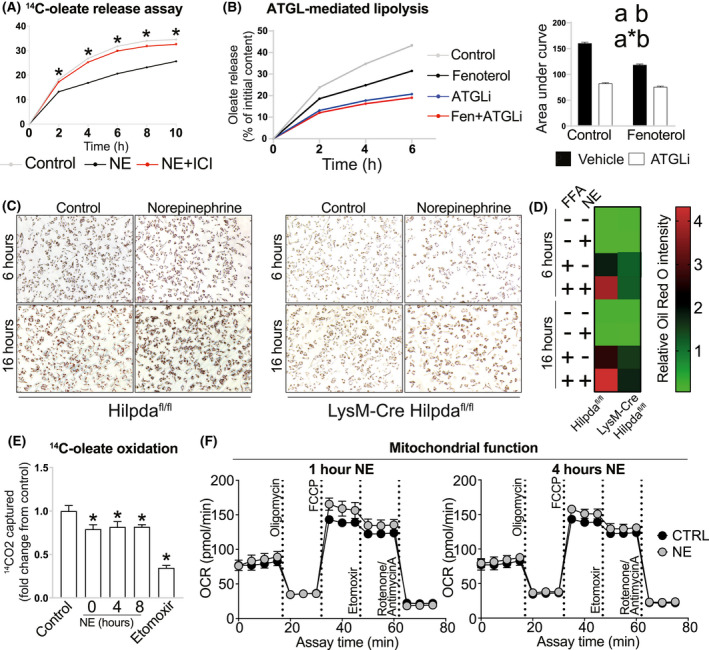
FB2AR activation reduces the rate of oleate release from triglyceride‐laden macrophages by HILPDA‐dependent ATGL inhibition. A, Fractional oleate release into the medium by BMDMs, preloaded with 250 μM oleate in the presence of ^14^C‐oleate tracer for 16 h, at indicated timepoints post medium change. Cells were pretreated with inhibitors 30 min before medium change (inhibitor concentration in the medium was maintained post change) and treated with B2AR agonists immediately after medium change, as indicated on the graphs: A) 1 μM NE, 1 μM B2AR antagonist ICI‐118,511; B) 1 μM fenoterol; 20 μM ATGL inhibitor Atglistatin. C, Representative Oil Red O images of *Hilpda* ^fl/fl^ and Lyz2‐Cre *Hilpda* ^fl/fl^ BMDMs (n = 3/group), treated with 600 μM palmitate:oleate mixture for 6 or 16 h, in the presence or absence of 10 μM NE. D, Quantification of Oil Red O staining intensity. E, Oleate oxidation, assessed over 3 h in cells pretreated with 1 μM NE for indicated periods of time, or in the presence of 40 μM mitochondrial fatty acid oxidation inhibitor etomoxir. F, Mitochondrial stress Seahorse assays of BMDMs treated with 1 μM NE for 1 or 4 h prior to the assay. All graphs show means ± SEM. N = 4 mice in all WT experiments. In A, *indicates *P* < .05 compared between B2AR agonist treatments using two‐way ANOVA with Bonferroni's multiple comparisons test. In B) area under curve graphs, a indicates *P* < .05 for B2AR agonist effect factor, b indicates *P* < .05 for inhibitor effect factor, and a*b indicates *P* < .05 for interaction between both factors in two‐way ANOVA. In E, *indicates *P* < .05 compared between treatments and controls using one‐way ANOVA

We then investigated whether DGAT1‐mediated FFA re‐esterification, or autophagic degradation of lipid droplets (lipophagy),^44^ could explain the reduced oleate release into the media following B2AR activation in BMDMs. We found that inhibiting DGAT1 increased, while blocking autophagy with bafilomycin A1 reduced the oleate release rate in BMDMs (Figure S3A and B). However, both inhibitors remained effective in suppressing the lipolysis in B2AR agonist‐treated macrophages (DGAT1i interaction *P* value = .104, Baf A1 interaction *P* value = .316, Figure S3A and B), indicating that B2AR agonists reduced oleate release neither by regulating fatty acid re‐esterification nor lipophagy. Of all compounds tested, we observed the strongest inhibitory effect on BMDM lipolysis using ATGL‐specific inhibitor atglistatin (Figure 4B). Importantly, atglistatin did not inhibit lipolysis further in fenoterol‐treated macrophages, suggesting that B2AR activation decreased the rate of lipolysis in BMDMs by suppressing ATGL activity (Figure 4B, interaction *P* value <.0001).

In order to demonstrate whether HILPDA was responsible for the inhibition of ATGL activity and increased triglyceride retention in B2AR agonist‐treated macrophages, we obtained BMDMs from macrophage‐specific *Hilpda* knockout mice. Similar to the previous reports,^30^, ^34^ we observed a strongly impaired capacity for *Hilpda*‐deficient macrophages to accumulate lipid droplets in the presence of exogenous fatty acids (Figure 4C and D, S4). Importantly, while B2AR activation by NE increased the neutral lipid stores in control BMDMs loaded with fatty acids for both 6 and 16 hours, this increase was largely diminished in macrophages lacking *Hilpda* (Figure 4C and D), indicating that elevated *Hilpda* expression in response to B2AR activation contributes to the increased triglyceride storage in macrophages.

Lastly, we investigated whether the B2AR‐mediated suppression of triglyceride lipolysis also affected fatty acid oxidation in macrophages. Indeed, we observed a small decrease in the oxidation of exogenous oleate in NE‐treated BMDMs (Figure 4E). However, B2AR activation did not affect the mitochondrial respiration in macrophages, suggesting that decreased oleate oxidation in response to NE treatment was not due to changes in mitochondrial function (Figure 4F). Overall, we found that B2AR activation suppressed macrophage ATGL‐dependent lipolysis by upregulating *Hilpda* expression.

### 3.5 B2AR stimulation favors the increase in the synthesis rate of polyunsaturated fatty acid‐containing triglycerides

So far, all our conclusions relied on experiments involving labeled oleate measurements. In order to demonstrate whether B2AR activation increased BMDM triglyceride storage independently of the type of exogenous fatty acid used as a substrate, we formulated a complex FFA mixture that had similar ratios of FFAs released from WAT in response to fasting in vivo (Figure 5A). We then treated BMDMs with fenoterol for 2 and 6 hours in the presence of FFA mixture and performed lipidomic analysis to reveal global changes in BMDM lipid species induced by B2AR activation. Interestingly, we found that fenoterol treatment did not modulate overall triglyceride levels in BMDMs in the absence of FFA treatment (Figure 5B), suggesting that elevated extracellular FFA concentrations are required for the B2AR‐mediated increase in triglyceride storage (note that all treatments were performed in the media supplemented with 10% fetal bovine serum that contains FFAs). Indeed, in line with our previous data obtained using oleate, treatment with FFA mixture increased BMDM triglyceride storage in a time‐dependent manner, which was accelerated further in fenoterol‐treated cells (Figure 5B).

**FIGURE 5:**
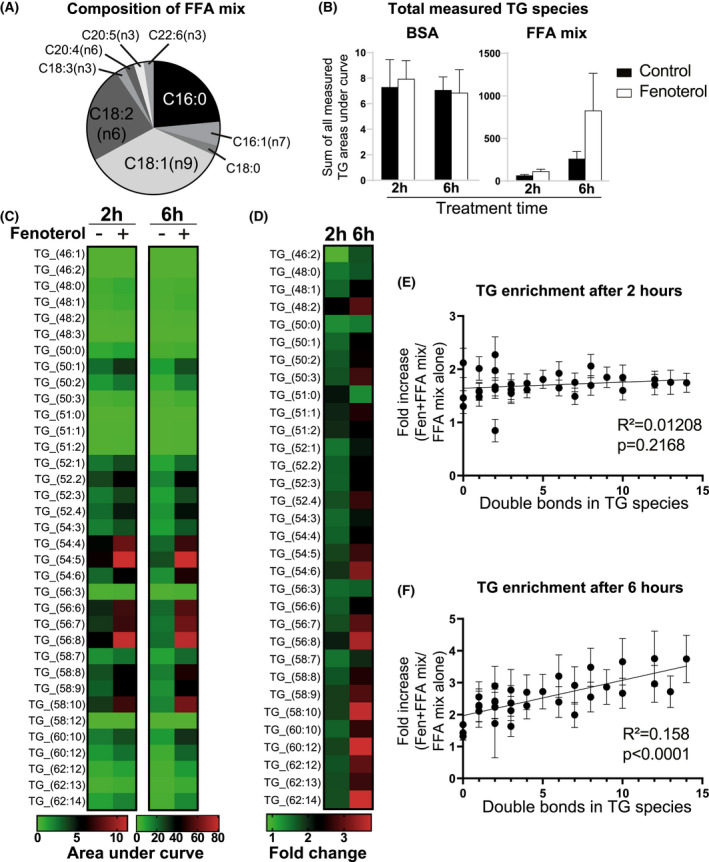
B2AR activation favors the synthesis of PUFA‐rich triglycerides in macrophages during the incubation with a complex FFA mixture. A, Fatty acid composition of the mixture used in the experiment. B, Sum of areas under curve of all triglyceride species measured by LC‐MS in BMDMs treated with 0.5% BSA alone or 500 μM of FFA mixture conjugated to 0.5% BSA for 2 or 6 h, in the presence or absence of 1 μM fenoterol as indicated. C, Heatmap of areas under curve of each measured triglyceride species in BMDMs treated with FFA mixture for 2 or 6 h, in the presence or absence of 1 μM fenoterol as indicated (BSA alone treatment is not shown). D, Fold change in the abundance of each measured triglyceride species between BMDMs treated with 1 μM fenoterol and untreated controls in the presence of FFA mix for 2 or 6 h. E, Linear regression plots of fold change in the abundance of each measured triglyceride species between BMDMs treated with 1 μM fenoterol and untreated controls plotted against the number of double bonds in the respective triglyceride molecule, at either 2 or F) 6 h of incubation. All graphs show means ± SEM. N = 4 mice in all experiments. In B‐D, significant differences were not assessed. In E, F, *R* ^2^ and *P* values of linear regression are indicated on graphs

Analysis of individual lipid species revealed that while the treatment with FFA mixture affected the abundance of several phospholipid species, B2AR activation did not modulate the level of any measured PC, PE, or DAG species in BMDMs, either in the presence or absence of FFA mixture (Figure S5). In contrast, fenoterol treatment enhanced the accumulation of nearly all measured triglyceride species in BMDMs treated with FFA mixture at both 2‐ and 6‐hour timepoints (Figure 5C and D). Interestingly, while at 2 hours fenoterol increased the accumulation of most measured triglyceride species in a uniform manner (Figure 5D and E), at 6 hours the increase was disproportionately shifted toward the storage of polyunsaturated fatty acid‐containing triglycerides (Figure 5D,F). In general, we found that B2AR activation increased triglyceride storage in BMDMs only in the presence of elevated extracellular FFA concentrations, that it did not affect the levels of measured phospholipid species, and that it preferentially increased the synthesis rate of polyunsaturated fatty acid‐containing triglycerides.

### 3.6 Macrophages isolated from injured hearts have a transcriptional profile indicative of increased triglyceride storage

Finally, we sought to understand whether B2AR activation‐mediated transcriptional changes in triglyceride biosynthesis genes are observed in macrophages in vivo. We chose to investigate macrophages isolated from injured hearts for the following reasons: (i) Heart injury increases sympathetic nerve activation in the heart, leading to elevated NE levels^35^; (ii) Macrophage B2ARs are necessary for survival post injury,^11^ indicating that B2AR‐dependent processes in macrophages are required for heart repair; (iii) The transcriptomic analyses of heart macrophages isolated from multiple different mouse models of heart injury are available^45^, ^46^, ^47^, ^48^; (iv) Recent single‐cell RNAseq analysis revealed that ‘lipid transport’ was the most upregulated pathway in heart macrophages in response to myocardial infarction.^47^ We found that both myocardial cryoinjury^45^ and diphtheria toxin‐mediated ablation of cardiomyocytes^46^ resulted in downregulated *Adrb2* levels in heart macrophages at 2‐4 days post injury (Figure 6A and B), similar to reduced *Adrb2* expression in response to NE in BMDMs (Figure 1A). 

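Among the fenoterol-induced genes that Figure 6 shows are *Thbs1*, *Nr4a2*, *Tgm2*, *Dusp5*, *Cytip* and *Slc16a3*. The paper took such genes from its top DEGs in these same libraries, so their rise here is no separate evidence. In BMDMs treated with 1 μM fenoterol, each of these 6 genes was higher than in untreated BMDMs in all 4 mice at both time points. *Thbs1* (ENSMUSG00000040152), on chromosome 2 of GRCm38 from 118111876 to 118127133, ranked first at 4 h, with a log2 fold change of 6.97 (standard error 0.16, adjusted p = 2.33e-12 from edgeR's quasi-likelihood test), after 6.26 at 1 h. *Cytip* (ENSMUSG00000026832) and *Tgm2* (ENSMUSG00000037820), which follow it in rank at 4 h, had log2 fold changes of 4.60 (standard error 0.11) and 4.54 (standard error 0.11). *Nr4a2* (ENSMUSG00000026826) ranked 3 at 1 h, with a log2 fold change of 8.47 (standard error 0.18, adjusted p = 3.65e-13), and was at 5.38 at 4 h. Its count in untreated BMDMs was 7 to 13 per library. *Dusp5* (ENSMUSG00000034765) had log2 fold changes of 6.72 at 1 h and 5.61 at 4 h, and *Slc16a3* (ENSMUSG00000025161) of 2.98 at 1 h and 4.02 at 4 h. The largest adjusted p of these 6 genes at either time point was 2.38e-10. A gene on the opposite strand overlaps 21.8% of the exon bases of *Tgm2* and 22.1% of those of *Dusp5*, so reads of the 2 strands could be mixed there if the counting did not use strand. The overlapping gene had 8756 counts over the 12 libraries at *Tgm2*, against 173594 of *Tgm2* itself, and 0 counts at *Dusp5*. Figure 6 also shows the triglyceride storage markers *Dgat1*, *Dgat2*, *Hilpda* and *Plin2*. In fenoterol-treated BMDMs, *Dgat1* and *Hilpda* were higher at both time points, as given above. *Plin2* was lower in all 4 mice, by -0.27 on the log2 scale at 1 h and -0.67 at 4 h. Its adjusted p was 0.00740 and 9.68e-07 in edgeR's quasi-likelihood test. *Dgat2* did not pass the threshold in this fit at 1 h (0.09) or 4 h (-0.82).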

We then analyzed the expression of our top RNAseq DEGs (Figure 2A and B, Tables S1 and S2) in both heart macrophage datasets. We observed that all genes that were highly upregulated in response to fenoterol stimulation in BMDMs were also increased in heart macrophages acutely after heart injury (Figure 6A and B). Importantly, the expression of triglyceride storage markers *Dgat1*, *Dgat2* (DGAT isoform that has high gene expression levels in heart macrophages, relative to other tissue macrophages, according to Immgen.com), *Hilpda,* and *Plin2* (encoding Adipose differentiation‐related protein, a marker for cellular lipid droplet accumulation^49^) was also increased in cardiac macrophages in response to injury (Figure 6A and B), indicating that heart injury in vivo drives a similar triglyceride storage program in macrophages as NE stimulation in vitro. Finally, statistical comparison of global transcriptomic changes induced by NE in vitro to heart injury in vivo revealed a high similarity between the B2AR activation in BMDMs and heart macrophages at 3 days post injury, which was no longer observed at 7 days post injury (Figure 6C). Altogether, we found that myocardial injury, associated with elevated sympathetic nervous system activity in the heart, increased the transcription of genes involved in triglyceride biosynthesis in macrophages, suggesting that our described NE‐B2AR pathway could also increase triglyceride storage in macrophages in vivo.

**FIGURE 6:**
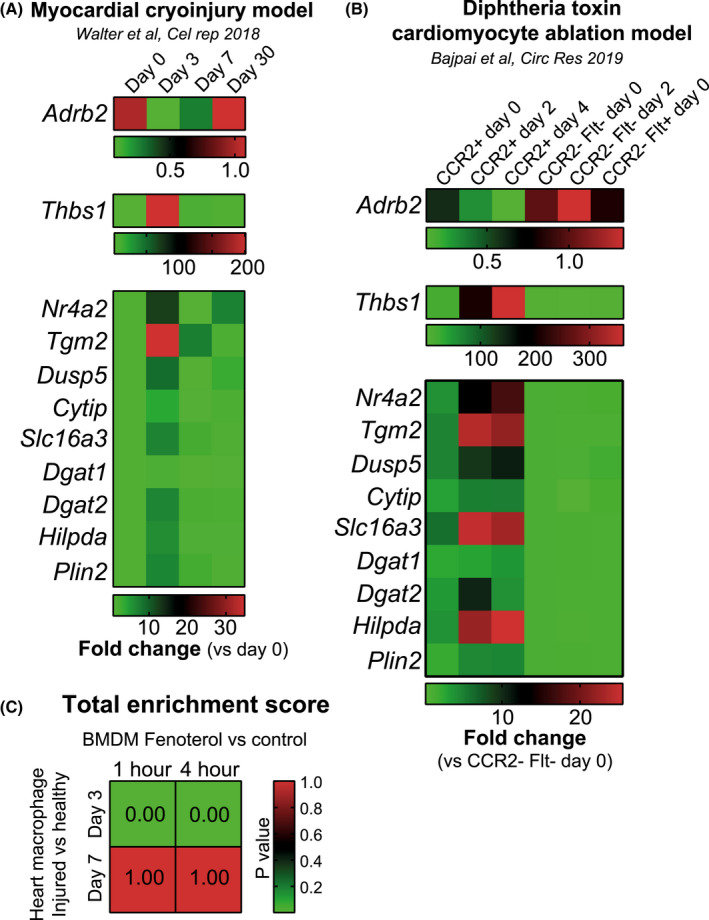
Macrophages isolated from injured hearts have a transcriptional signature indicative of B2AR activation and increased triglyceride storage. A, Heatmaps showing the expression levels of indicated genes measured in macrophages isolated from mice subjected to myocardial cryoinjury model at indicated periods following the injury. Expression levels are normalized to macrophages from healthy hearts (day 0). N = 3 mice/group. Data were obtained from Walter et al B, Heatmaps showing the expression levels of indicated genes measured in indicated macrophage populations isolated from mice with cardiomyocyte‐specific expression of diphtheria toxin receptor at indicated periods following the administration of diphtheria toxin. Expression levels are normalized to CCR2‐Flt‐macrophages from healthy hearts (day 0). N = 2‐4 mice/group. Experimental data generated by Bajpai et al were obtained from Immgen.com. C, Statistical comparison of global transcriptomic changes induced by fenoterol stimulation in BMDMs in vitro (this study, normalized to unstimulated controls) to changes induced by myocardial cryoinjury in vivo (Walter et al, normalized to Day 0 macrophages). Lower *P* value indicates higher similarities of changes between two datasets. In A, B, statistical differences were not assessed and multiple heatmaps were generated to improve the visualization of the data

## 4 DISCUSSION

Here, we demonstrate that the sympathetic neurotransmitter NE increases triglyceride storage in mouse BMDMs by activating B2AR. We show that these effects are mediated by the upregulated expression of two genes: *Dgat1*, leading to increased triglyceride biosynthesis; and *Hilpda*, leading to a partial ATGL inhibition and decreased triglyceride lipolysis. Our study is the first to link NE‐B2AR signaling to changes in macrophage lipid metabolism, namely, to the increased triglyceride storage.

Previous studies have shown that pro‐inflammatory activation leads to triglyceride accumulation in macrophages.^22^, ^23^, ^24^, ^25^, ^26^, ^27^ The precise mechanisms leading up to increased triglyceride storage following the stimulation of macrophages with bacterial components have not been fully elucidated. However, it has been suggested that decreased lipolysis,^23^, ^25^ decreased fatty acid oxidation,^27^ or a reduction in extracellular pH^24^ could be involved. Importantly, pro‐inflammatory macrophage activation is accompanied by dramatic changes in macrophage metabolism, including increased glycolysis and phospholipid biosynthesis, and decreased fatty acid oxidation.^50^ In contrast, our data indicate that B2AR activation in BMDMs specifically increases triglyceride storage only in the presence of elevated extracellular fatty acid levels, and without affecting either the levels or the fatty acid composition of other cellular lipid species. Furthermore, while B2AR activation partially suppressed exogenous fatty acid oxidation, it did not inhibit mitochondrial oxidative metabolism, which is a common feature of pro‐inflammatory macrophage activation.^51^ The decrease in exogenous oleate oxidation following B2AR stimulation was consistent with an increased fatty acid flux toward lipid droplets and away from mitochondria. Lastly, we find that DGAT activity is not affected by macrophage inflammatory activation (Figure 3B), suggesting that the mechanisms leading to triglyceride storage in response to B2AR activation in macrophages are mechanistically distinct from those observed in response to stimulation with bacterial components. Therefore, to our knowledge, NE‐B2AR signaling axis is the first reported pathway that specifically modulates macrophage triglyceride metabolism.

We have also found that B2AR activation preferentially increased the storage of polyunsaturated fatty acid‐containing triglycerides. While we do not provide a mechanistic explanation for this observation, a recent study has found that increased HILPDA expression enriches cancer cells in polyunsaturated fatty acid‐containing triglycerides.^52^ Therefore, it is plausible that it is the increased HILPDA expression that mediates our observed phenotype in macrophages. In future, it would be of interest to investigate the precise molecular mechanism of how HILPDA modulates the profile of cellular triglyceride species.

The main limitation of our study is the lack of direct experimental evidence that NE‐B2AR is involved in regulating triglyceride metabolism in macrophages in vivo. However, there are multiple physiological and disease settings where increased tissue sympathetic nerve activity coincides with the accumulation of lipid droplets in tissue macrophages. During aging, sympathetic nerve activity is increased in the brain, as evidenced by higher brain NE turnover.^53^ The aging brain is also characterized by the presence of lipid droplet‐containing microglia, which have been shown to promote neurodegeneration.^19^ Interestingly, triglyceride‐laden microglia isolated from aging brains also exhibits downregulated *Adrb2* expression,^19^ which can be a marker of increased B2AR activation, as we have shown here (Figure 1A). Furthermore, fasting promotes sympathetic nerve firing in white adipose tissues, which leads to adipocyte lipolysis, but lipid droplet accumulation in adipose tissue macrophages.^14^, ^15^ Finally, our analyses suggest that heart macrophages accumulate triglycerides in response to heart injury (Figure 6), which is also characterized by increased sympathetic nerve activity.^35^ Two recent single‐cell RNAseq analyses also show similar findings—one revealed a population of lipid‐associated macrophages in the heart post injury,^48^ while the other demonstrated that myocardial infarction upregulates lipid transport pathways in cardiac macrophages.^47^ While the involvement of B2AR in these processes is currently speculative, we believe that there is a firm basis to investigate the relationship between B2AR activation and lipid‐laden macrophage formation in vivo in future using cell type‐specific *Adrb2* KO mice.

We also did not address the biological importance of the NE signaling‐dependent increase in macrophage triglyceride storage. However, we speculate that it might have different physiological outcomes, depending on the context. For example, heart tissue is enriched in polyunsaturated fatty acid‐containing phospholipids.^54^ Furthermore, heart injury is characterized by elevated reactive oxygen species (ROS).^55^ As polyunsaturated fatty acids are selectively released from apoptotic cells,^56^ and ROS can rapidly oxidize them, sequestering polyunsaturated fatty acids within lipid droplets may protect them from peroxidation and subsequent lipotoxicity.^57^ Intriguingly, systemic atglistatin treatment has already been shown to improve the recovery from heart failure in mice.^58^ While these effects were originally attributed to inhibited adipose tissue lipolysis,^35^, ^58^ it is tempting to speculate that atglistatin‐mediated increase in triglyceride storage in macrophages could also be beneficial for cardiac repair. In future, it would be interesting to investigate such hypothesis by subjecting macrophage‐specific *Dgat1* or *Hilpda* knockout mice (macrophages from both models exhibit defects in triglyceride storage) to myocardial injury, and assessing their recovery.

Alternatively, adipose tissue macrophages have been suggested to buffer local fatty acid levels released from adipocytes during lipolysis.^14^, ^59^ It is therefore plausible that NE can simultaneously promote fatty acid release from adipocytes and fatty acid storage in adipose tissue macrophages, ensuring an efficient lipolytic response without subjecting white adipose tissue‐resident cells to lipotoxic FFA concentrations. Furthermore, a preference toward the storage of essential polyunsaturated fatty acids in adipose tissue macrophages might be a physiological mechanism that lowers the polyunsaturated fatty acid efflux from the adipose tissue during fasting, limit their oxidation in other tissues, and thus preserve systemic stores. Overall, future studies are warranted to investigate the importance of NE‐B2AR signaling in various physiological and pathological settings.

Finally, it is likely that the B2AR pathway we describe here is involved in regulating triglyceride storage in other cell types as well. B2AR agonists increase hepatic lipid accumulation in mice through a mechanism that is independent of white adipose tissue lipolysis.^60^ Age‐related hepatic triglyceride accumulation is attenuated in *Adrb2* knockout animals,^61^ while overexpressing *Adrb2* in hepatocytes promotes hepatosteatosis.^60^ Furthermore, NE released during intensive exercise regulates myofiber remodeling in skeletal muscle, a process associated with a CREB‐dependent increase in DGAT1 activity and elevated storage of intramuscular triglycerides.^42^ Lastly, while NE released during fasting activates lipolysis in white adipocytes, it also increases their DGAT1 activity and fatty acid re‐esterification, which has been reported to protect adipocytes from endoplasmic reticulum and lipotoxic stresses.^62^ Even though NE is classically viewed as a catabolic neurotransmitter, we believe that it also has an anabolic role in many cell types, including macrophages.

## DISCLOSURES

K. Petkevicius is presently employed by AstraZeneca. No other conflicts of interest in connection with this article are declared.

## AUTHOR CONTRIBUTIONS

K. Petkevicius, S. Virtue, and A. Vidal‐Puig conceptualized the study. K. Petkevicius, G. Bidault, and S. Virtue performed research. B. Jenkins and A. Koulman performed LC‐MS lipid analysis. XAMH van Dierendonck and R. Stienstra performed experiments on *Hilpda* KO macrophages. A. Dugourd and J. Saez‐Rodriguez analyzed transcriptomic data. S. Virtue and A. Vidal‐Puig supervised the study. K. Petkevicius wrote the study.

## Supporting information

Fig S1

Fig S2

Fig S3

Fig S4

Fig S5

Table S1

Table S2

## Data Availability

NGS data in this manuscript have been deposited in GEO, accession number GSE160640.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 1 — Fig S1

**Supplementary figure 1**

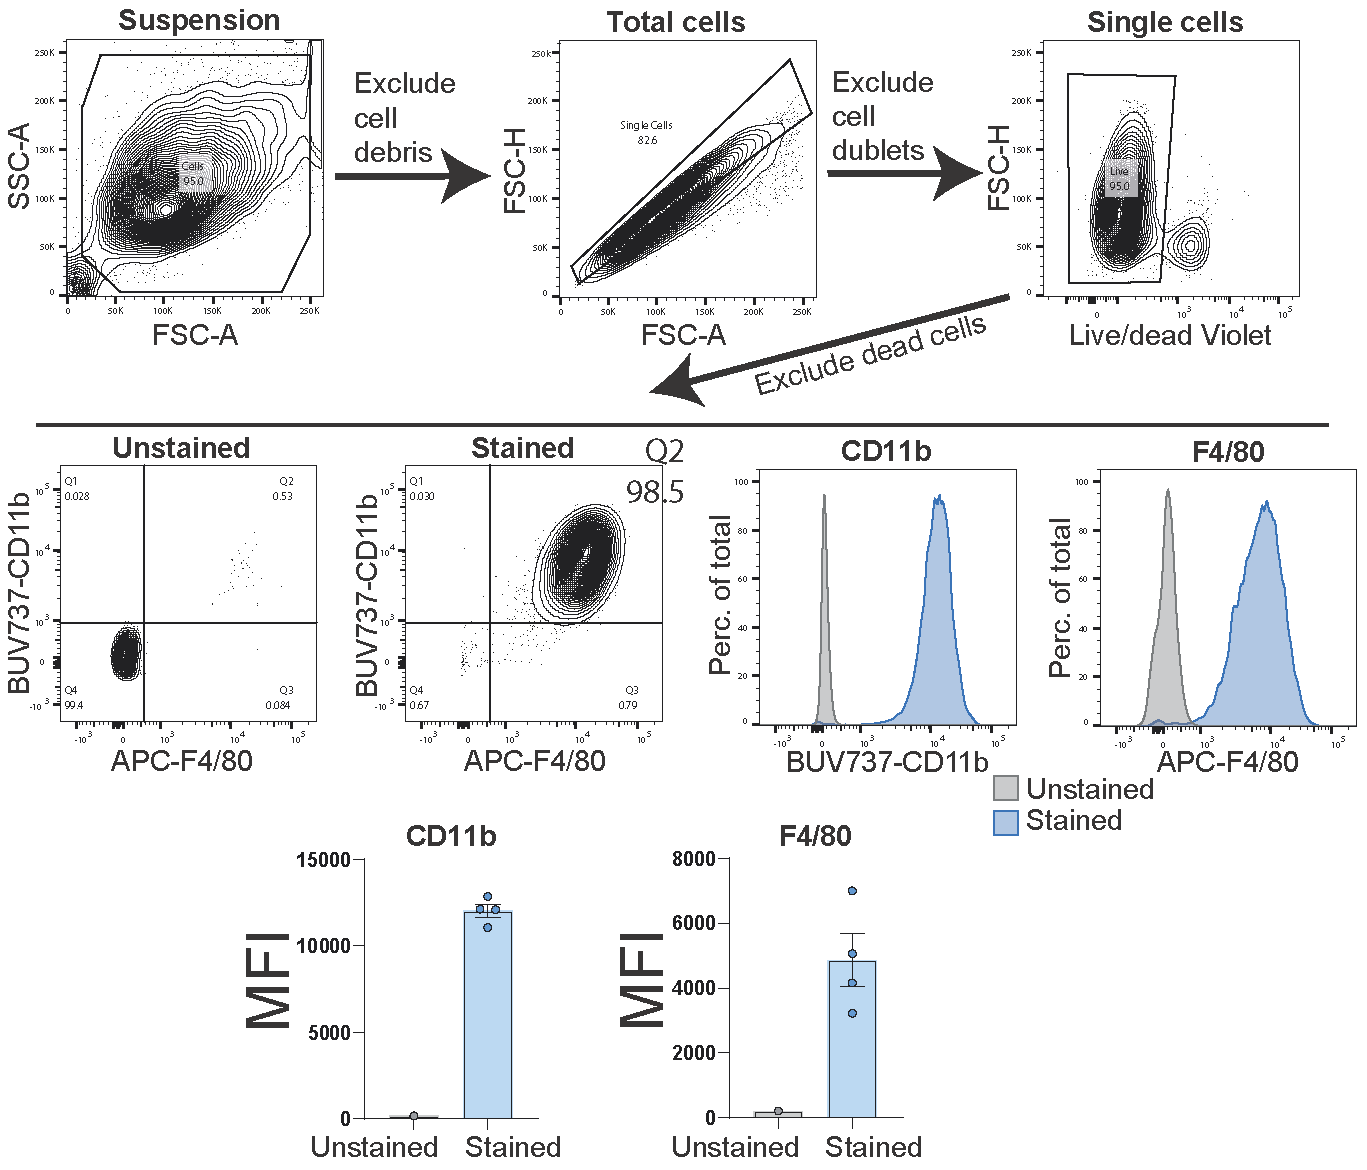

**Supplementary figure 1.** Flow cytometry analysis of a representative bone marrow-derived macrophage culture. Panels indicate a sequential gating strategy to obtain single live cells, which are either unstained or stained with antibodies against macrophage surface markers CD11b and F4/80. Analysis indicate a high percentage (>98%) of bone marrow-derived cells expressing macrophage surface markers following 7 days of differentiation.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 2 — Fig S2

**Supplementary figure 2**

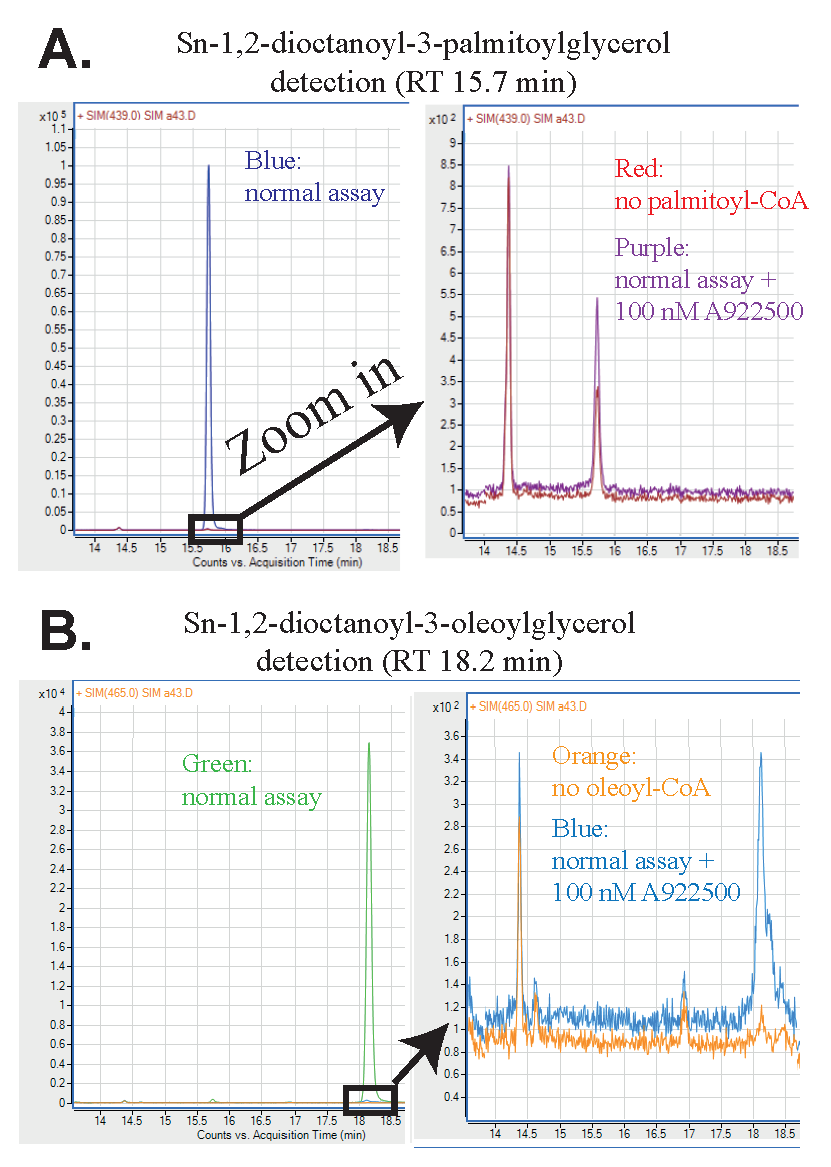

**Supplementary figure 2.** Fragments of GC-MS chromatograms of three DGAT activity assays, performed on the same microsomal fraction isolated from untreated BMDMs. Assays were either performed normally, or in the presence of 100nM DGAT1 inhibitor A922500, or without fatty acyl-CoA in the reaction, as indicated on the graphs. Note that data in the panels A and B were obtained in the same GC-MS run in a specific ion monitoring mode, and presented for different ions: A) 439.0 m/z and B) 465.0 m/z. Also note the same acquisition time axis scale but difference in counts axis scale between left and right panels.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 3 — Fig S3

**Supplementary figure 3**

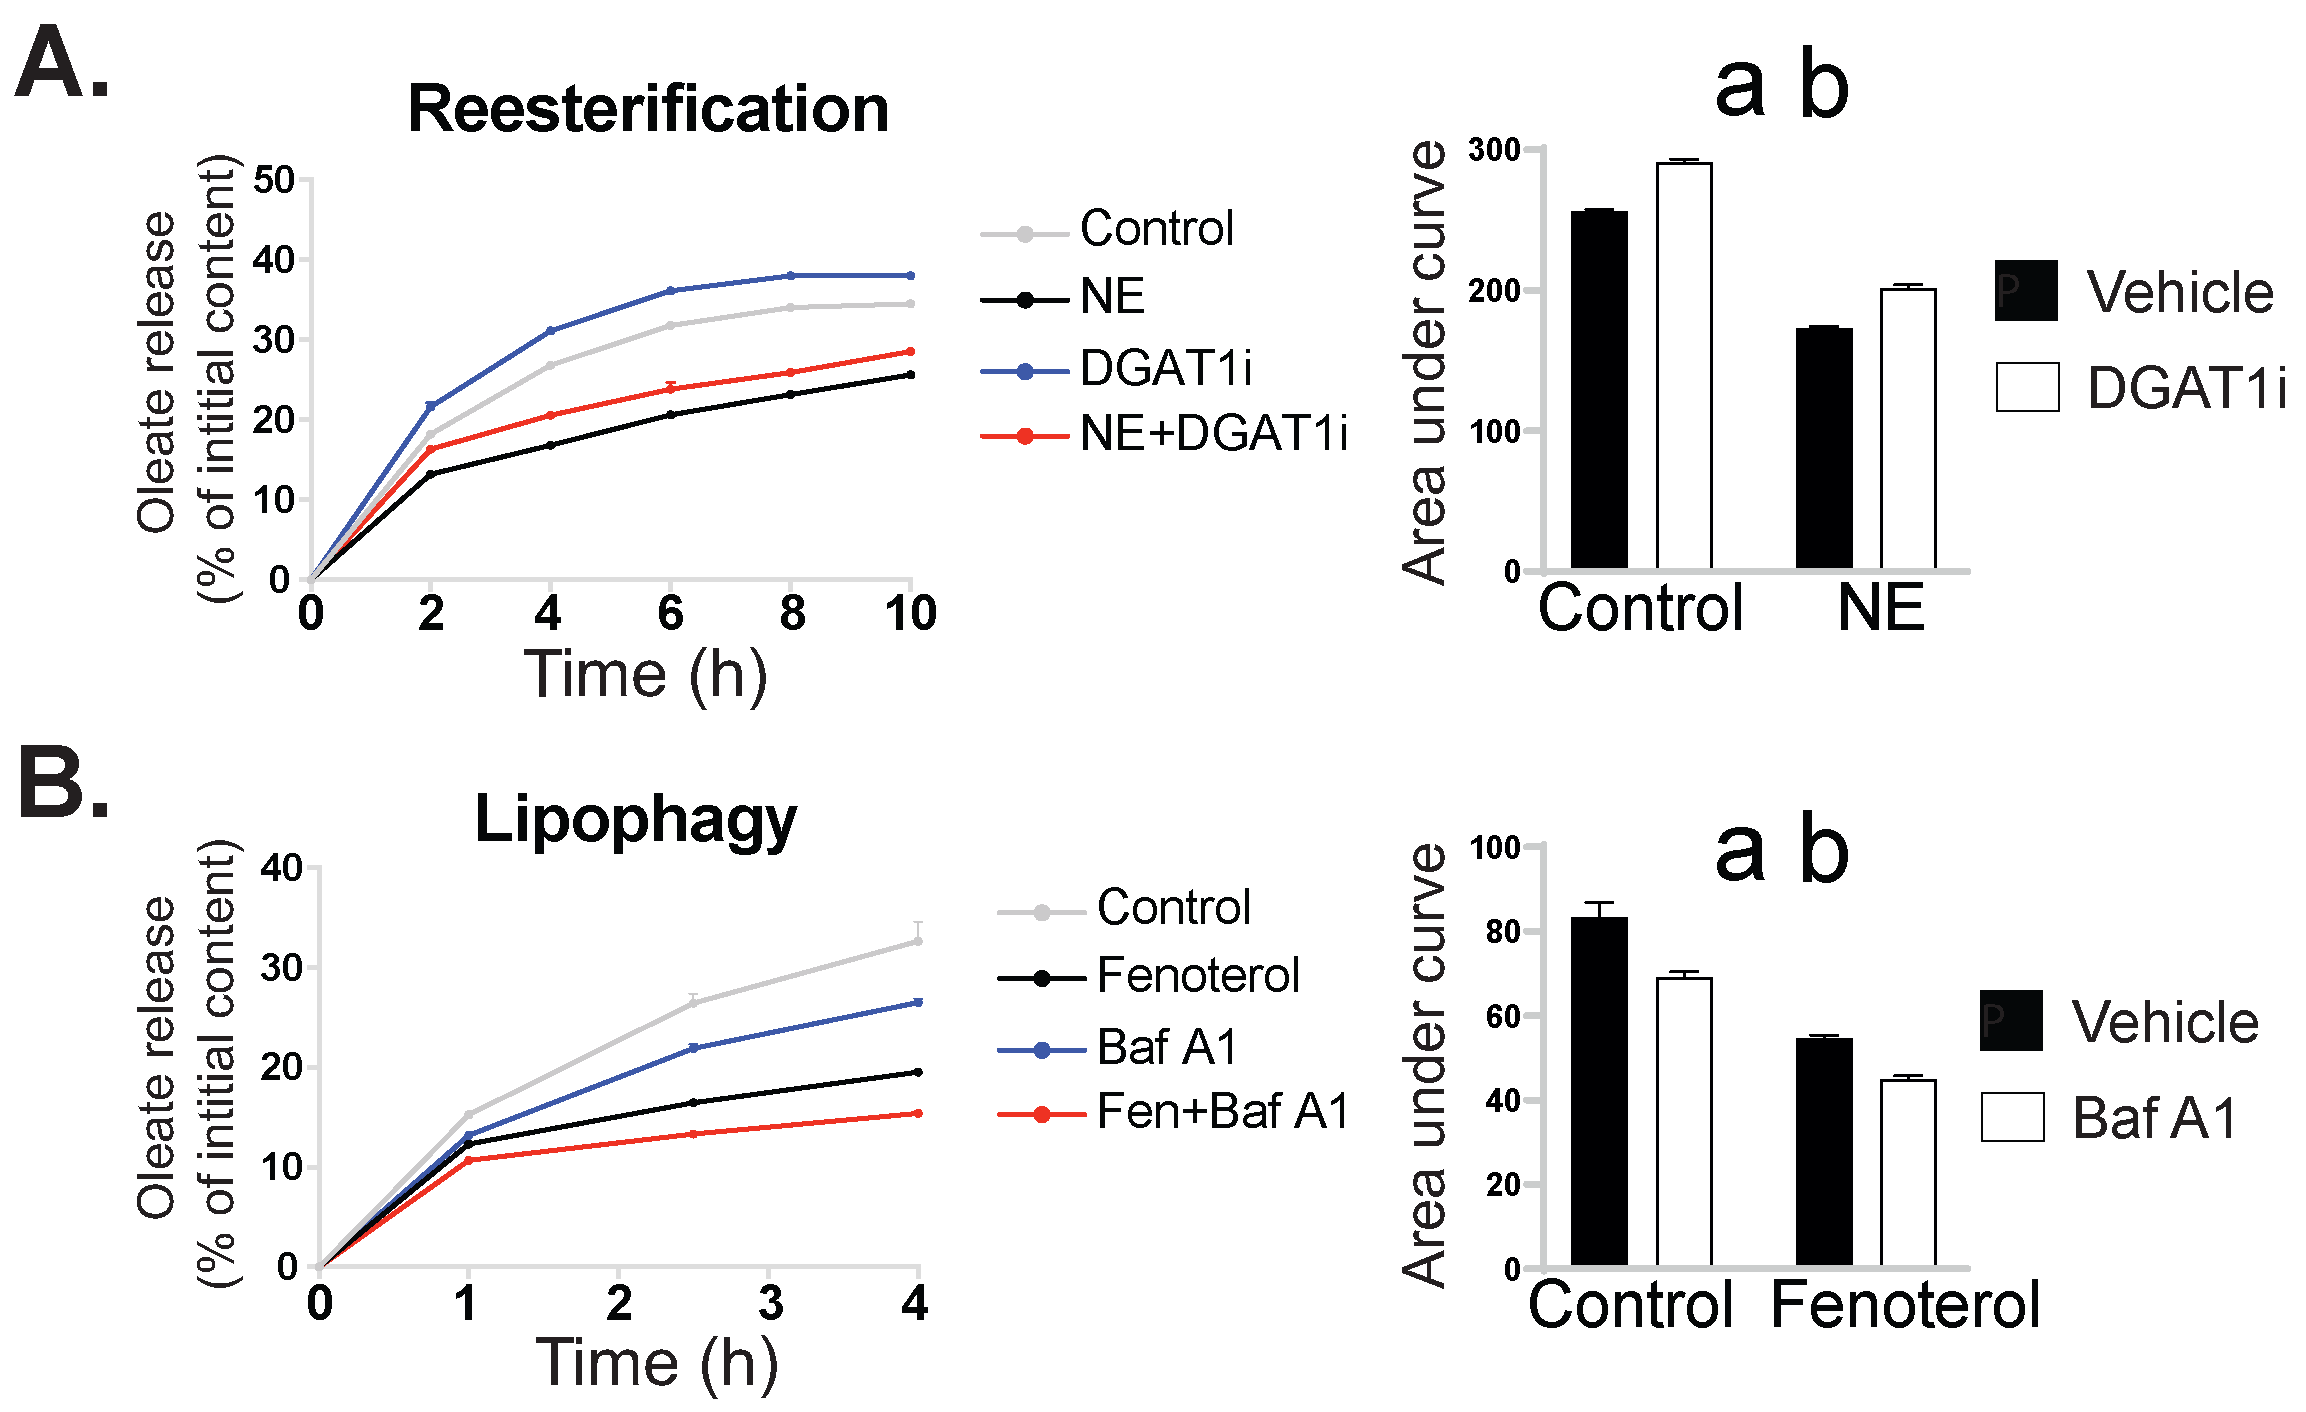

**Supplementary figure 3.** Fractional oleate release into the medium by BMDMs, pre-loaded with 250 μM oleate in the presence of ^14^C-oleate tracer for 16 h, at indicated time-points post medium change. Cells were pre-treated with inhibitors 30 min before medium change (inhibitor concentration in the medium was maintained post change) and treated with B2AR agonists immediately after medium change, as indicated on the graphs: A) 1 μM NE, 1 μM DGAT1 inhibitor A922500; B) 1 μM fenoterol, 100 nM bafilomycin A1. All graphs show means ± SEM. N=4 mice in all experiments. In area under curve graphs, a indicates p < 0.05 for B2AR agonist effect factor, b indicates p < 0.05 for inhibitor effect factor and a*b indicates p < 0.05 for interaction between both factors in two-way ANOVA.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 4 — Fig S4

**Supplementary figure 4**

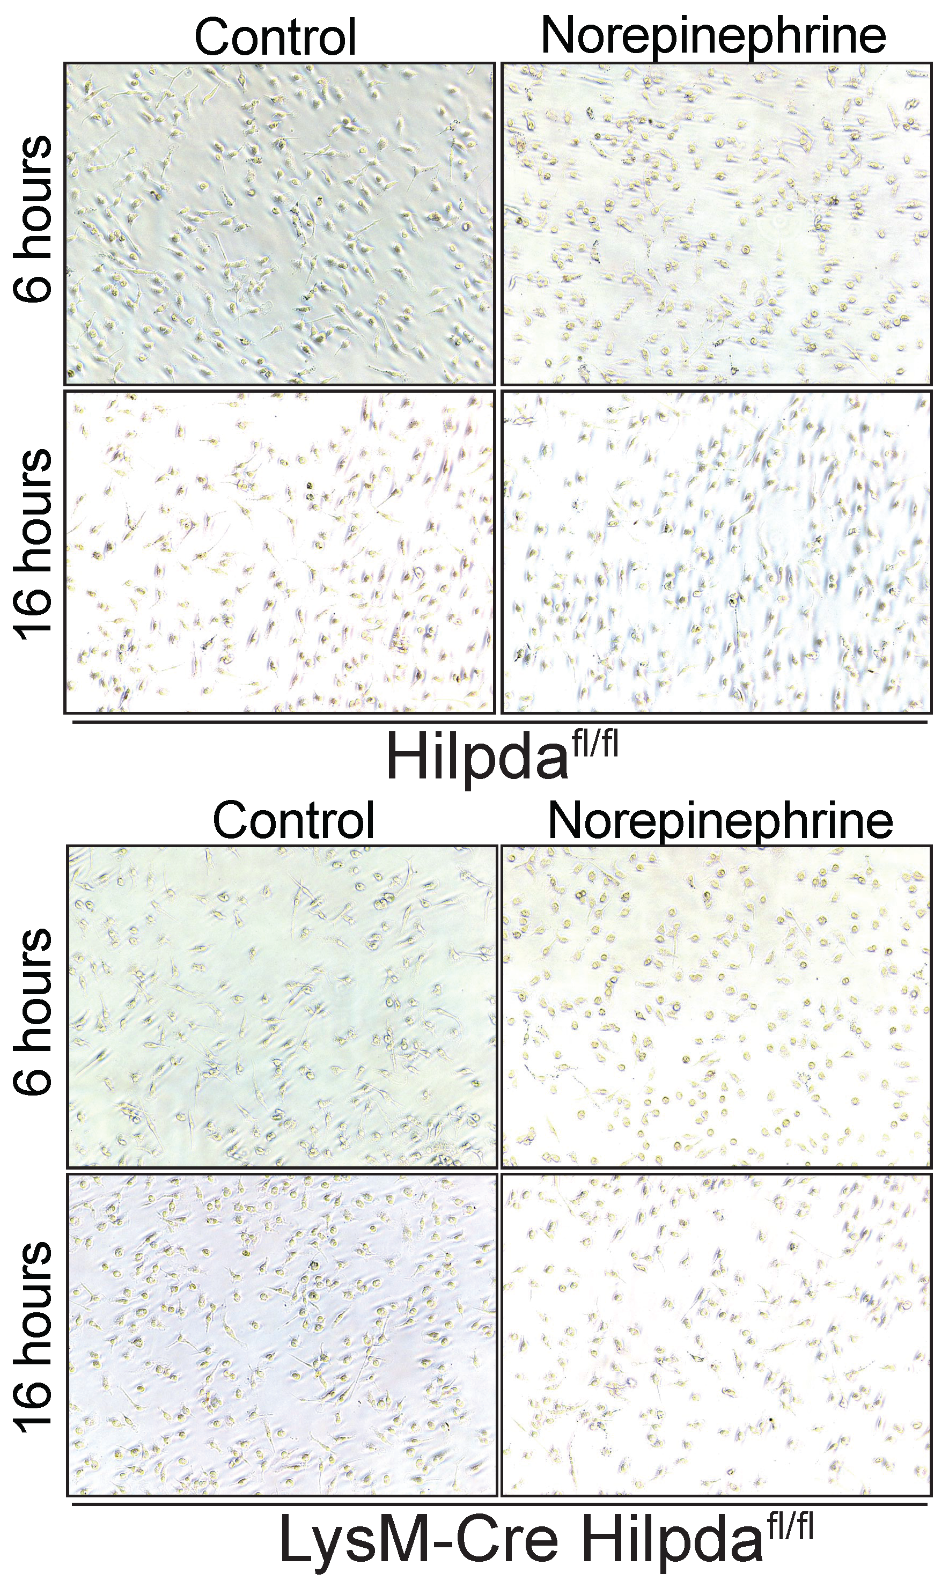

**Supplementary figure 4.** Representative control Oil Red O images of *Hilpda*^fl/fl^ and Lyz2-Cre *Hilpda*^fl/fl^ BMDMs (n=3/group), treated with BSA for 6 or 16 hours, in the presence or absence of 10 μM NE. Images were controls for the experiment presented in Fig. 4C-D.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 5 — Fig S5

**Supplementary figure 5**

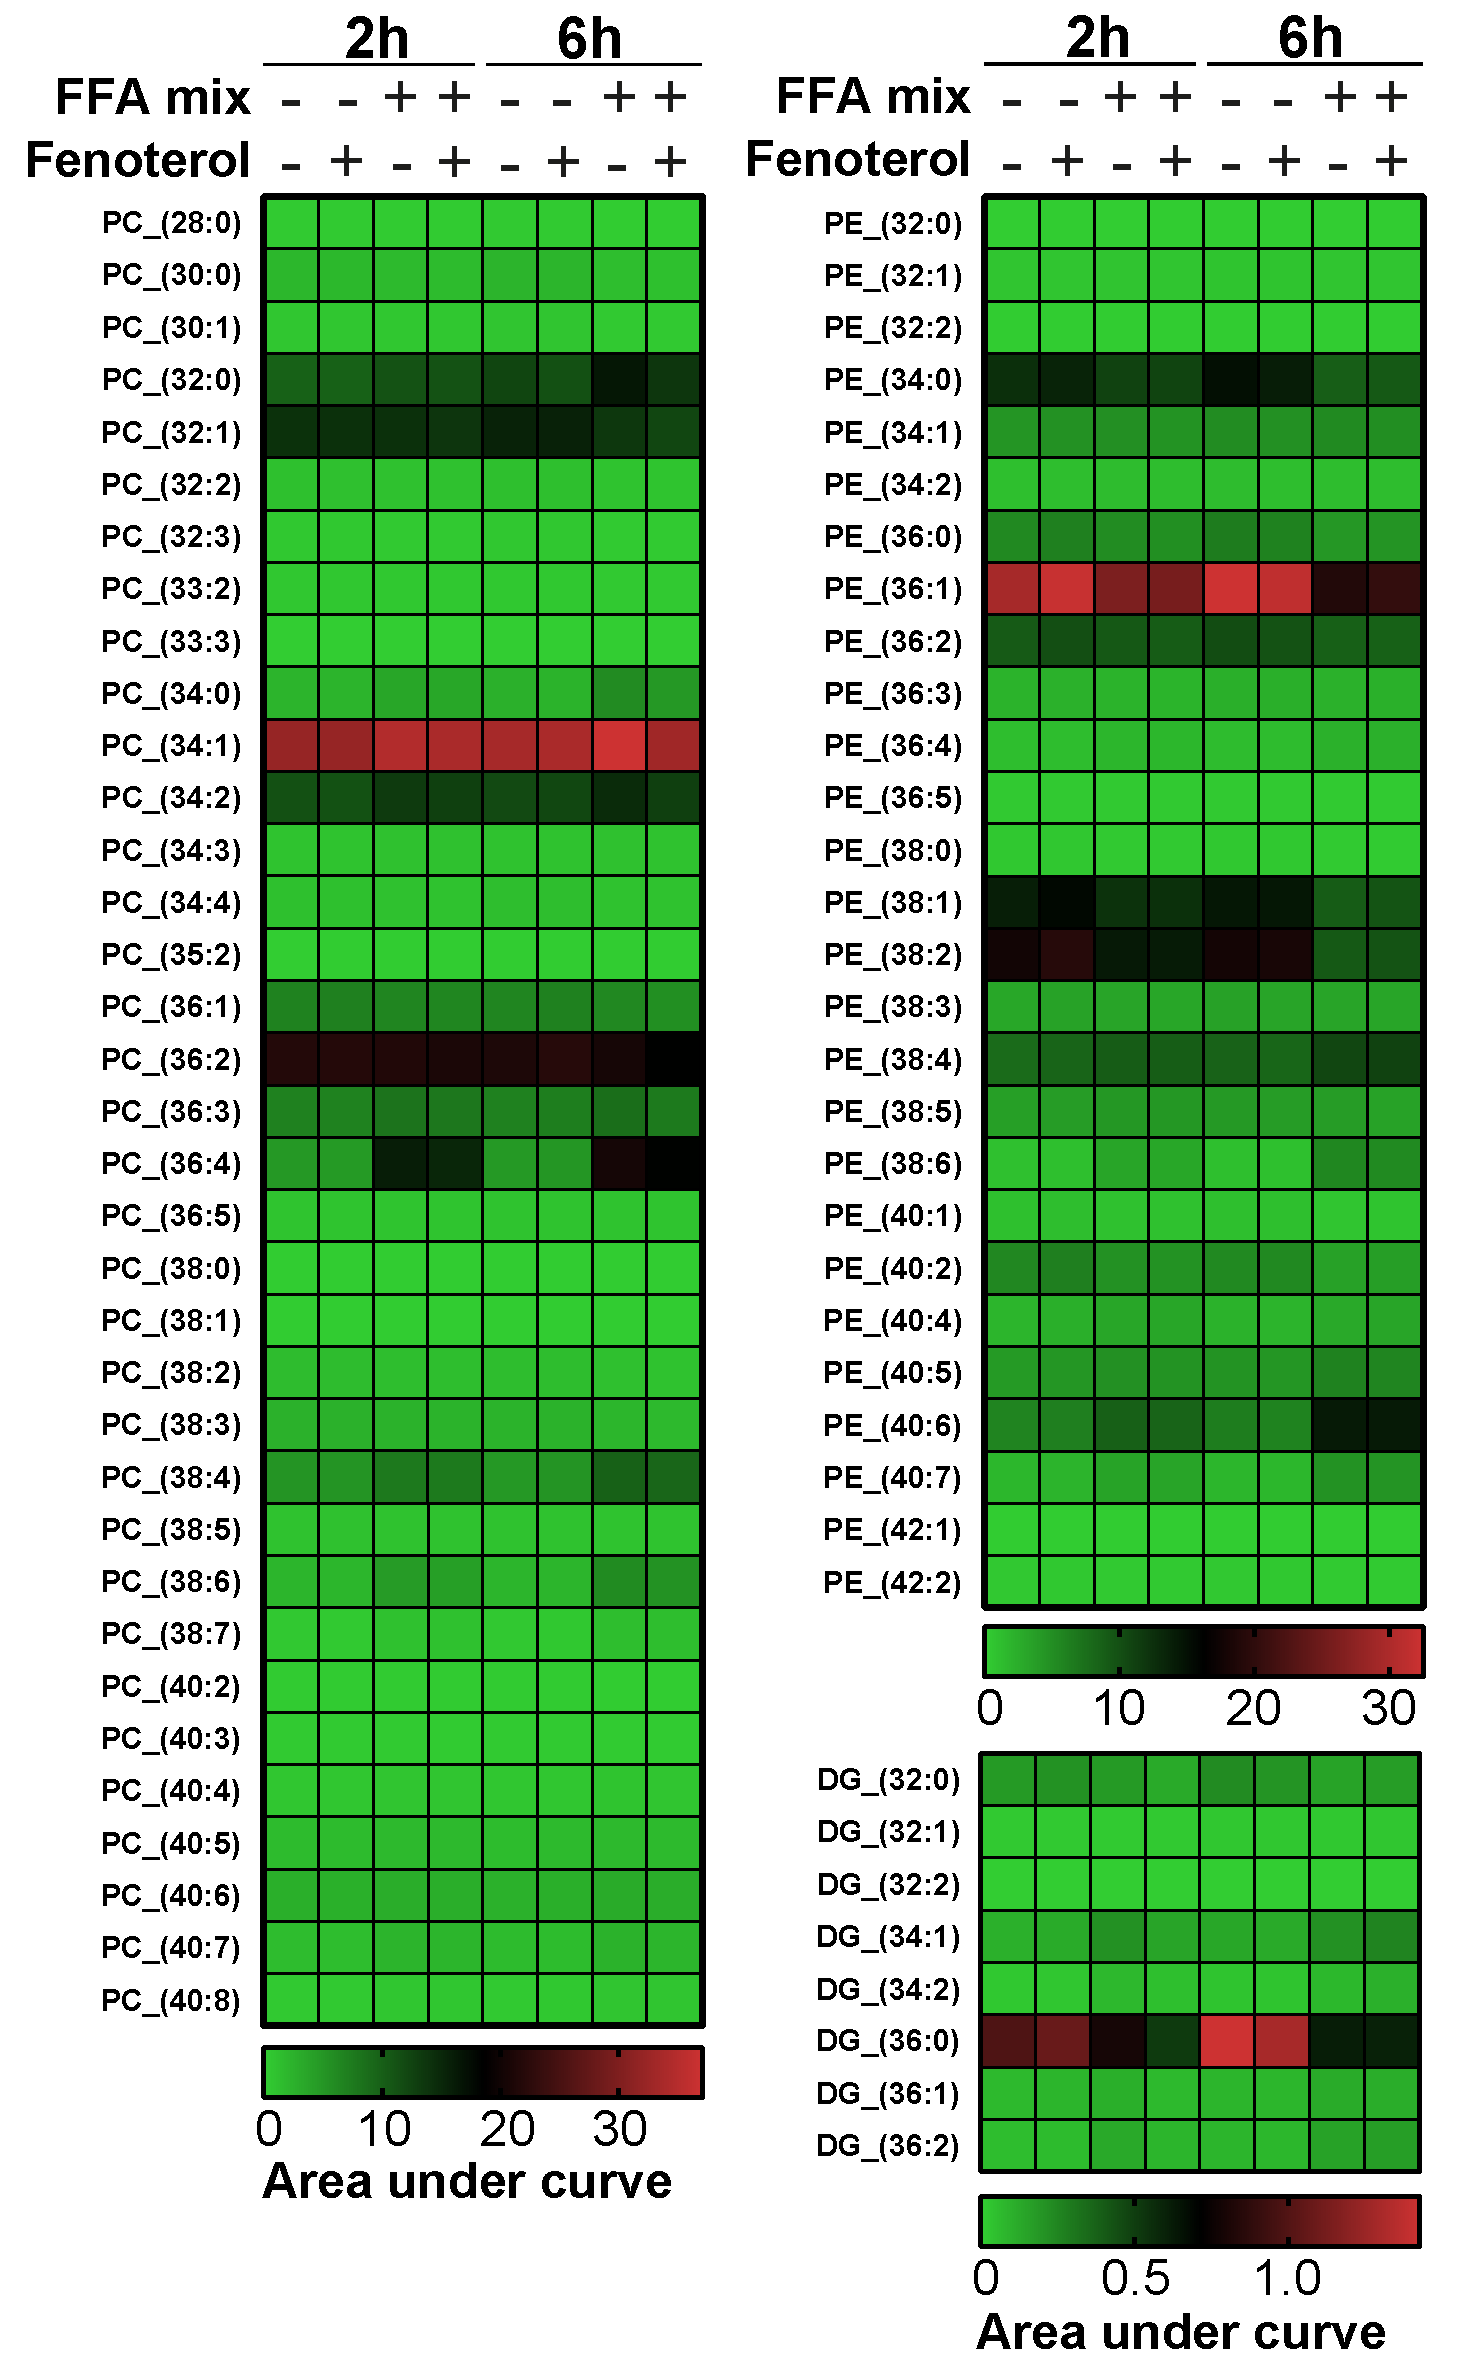

**Supplementary figure 5.** Heatmap of areas under curve of each measured phosphatidylcholine, phosphatidylethanolamine and diacylglycerol species in BMDMs treated with FFA mixture for 2 or 6 hours, in the presence or absence of 1 μM fenoterol as indicated. N=4 mice. Significant differences were not assessed.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 6 — Table S1

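Tables S1 and S2 list genes by the log2 fold change between fenoterol-treated and untreated BMDMs, the average expression over the libraries, the p-value and the adjusted p-value of the paper's test. The 100 genes of Table S1 were all matched to a gene tested here. With edgeR's quasi-likelihood test on the deposited counts, all 100 had an adjusted p under 0.05 at 1 h and changed in the direction that the paper reports, 93 of them upward. Of these genes, 86 were among the 100 with the smallest p here, and the lowest rank was 171. The log2 fold changes here exceeded the paper's reported values by a median of 0.08, and Pearson's r across the 100 genes was 0.932. Genes are not independent replicates, and both sets of values come from the same libraries.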

**Supplementary table 1.** Top 100 differentially expressed genes between BMDMs treated with 1 μM fenoterol for 1 hour and untreated controls, ranked based on adjusted p value of change.

# Supplementary material for: Norepinephrine promotes triglyceride storage in macrophages via beta2‐adrenergic receptor activation
**Source:** FASEB J. 2021 Jan 23;35(2):e21266. doi: 10.1096/fj.202001101R
**Supplement:** Supplementary file 7 — Table S2

**Supplementary table 2.** Top 100 differentially expressed genes between BMDMs treated with 1 μM fenoterol for 4 hours and untreated controls, ranked based on adjusted p value of change.

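All 100 genes of Table S2 were matched and had an adjusted p under 0.05 at 4 h in edgeR's quasi-likelihood test, in the paper's direction. Of these genes, 75 were among the 100 with the smallest p here, and the lowest rank was 433. The paper's table holds 61 genes that were higher in fenoterol-treated BMDMs, and 52 of the 100 genes with the smallest p here were higher. The median difference between the log2 fold changes here and the paper's reported values was 0.01, and Pearson's r across the 100 genes was 0.971.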

How the deposited data were processed for this re-analysis (not part of the article)

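RNA was measured in BMDMs of 4 C57BL/6J mice that were left untreated or treated with 1 μM fenoterol for 1 h or 4 h, 12 libraries in all. Before they deposited the counts, the authors mapped single-end reads of 50 bases from stranded mRNA libraries to GRCm38 with TopHat and counted the reads on each gene with HTSeq-count. The deposited values are raw counts per gene and library, not normalized, and whole numbers in every column. The strand option of the counting and the annotation release are not stated. The table lists 53379 genes by Ensembl identifier, holds 0 entries that name no gene, and 29819 of its genes have no count in any library. Symbols, coordinates and transcripts were taken from GENCODE M21 for GRCm38, to which 53274 genes were matched. The 105 genes that were not matched hold 0.0046% of the counts. No per-sample column was left unused.

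From the deposited counts, fold changes and p-values were computed with edgeR 4.0.16 in R 4.3.3: genes were filtered with filterByExpr on the 3 groups, libraries were scaled by the TMM method, and the quasi-likelihood test was run in 1 fit over the 12 libraries with a mean per group and no covariate, since the paper names none. P-values were adjusted by the Benjamini-Hochberg method for each contrast (1 h against untreated, 4 h against untreated, 4 h against 1 h), and an adjusted p under 0.05 was the threshold. Normalized counts use the TMM scaling. Gene sets were tested with camera from limma 3.58.1 on the edgeR fit, with a preset correlation between genes of 0.01. The p-values of 20 tests at 1 h and 4 h were adjusted together, and those of 10 tests between the time points separately. Where all libraries of a group had 3 counts or fewer, as for *Tnfaip6* and *Ramp3* in untreated BMDMs, a lower bound against 3 counts is given. Fitted values of these genes are also printed, but they rest on untreated counts near 0 and do not measure the size of the rise.

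Libraries of the same number come from the same mouse according to the column names. The deviations from the group means of libraries with the same number had Pearson's r from 0.290 to 0.561 (median 0.389, 12 pairs), and those of different numbers from -0.304 to 0.0912 (median -0.127, 36 pairs), over 12386 genes. All 12 libraries were nearest to the mean of their own group. Between replicates of a group, the chi-square statistic per degree of freedom was 9.13 to 18.7, so the spread exceeded counting error.

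The genes named in the text are those that the paper names for expression in BMDMs or in Figure 6, the adrenergic receptors, *Pnpla2*, which encodes ATGL, members of a gene set where that set is reported, and at each time point the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean normalized count of at least 50 and the same direction in all 4 mice. Of the 24 genes on the list written from the paper, 17 were tested, and 14 passed the threshold at each time point, both when adjusted over the list alone and over all genes. For 1 gene of this list, results are not reported here. This rule, the gene lists, the tests, the groups compared and the alternatives were chosen before the data were examined, except for the alternatives named in the closing section as chosen after seeing the data.

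The alternatives were DESeq2 1.42.0 with its Wald test, limma-voom, limma on counts scaled by a generalized log model as in vsn, RLE normalization, scaling by library size only, no filter on low counts, a mean count of at least 50, a fit of only the 2 groups compared, the mouse as a block, an adjusted p under 0.01, fry, camera with an estimated correlation, sets without single members, and each library left out in turn. The vsn package was not available, and its model was fitted with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1. Figures were drawn with matplotlib 3.10.9. The edgeR fits with and without the mouse as a block, DESeq2, limma-voom and the generalized log model were tested on simulated counts in which 200 genes changed; the other alternatives were not. Of these genes, edgeR's quasi-likelihood test recovered 172 (86.0%), with 7 false calls among 179, over 12234 genes tested. DESeq2 recovered 176 with 24 false calls, and the generalized log model recovered 167 with fitted log2 fold changes that were off by a median of -0.17. In an unchanged comparison edgeR called 0 genes, and 0 of 100 unchanged sets had p under 0.05 in limma's camera test. Genes were drawn independently of each other there, so these sets cannot show how camera does on lists whose members vary together.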

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

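The tests of other splits for the gene sets and for the numbers of genes changed at least 2-fold, and all tests of GC content, gene length, depth, shared reads and mislabelling, were chosen only after the result was seen.

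A sample lay far from the others of its group in 2 of the 90 groups of 4 libraries tested with Dixon's ratio, where chance gives 4.5 (1 in 20). *Klf4* in replicate 2 at 4 h of fenoterol had 180 normalized counts against 223 to 226 in the others (ratio 0.935), and without this library its log2 fold change at 4 h was 0.18 in place of 0.11. *Thbs1* in replicate 2 at 4 h had 255113 normalized counts against 214795 to 219972 in the others (ratio 0.872), and without this library its log2 fold change at 4 h was 6.91 in place of 6.97. No biological explanation was tested for either.

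The effects of fenoterol at 1 h and 4 h differed. In the direct comparison of the time points with edgeR's quasi-likelihood test, 4773 genes had an adjusted p under 0.05, and 1 of the 35 splits of these 8 libraries gave as many, the real one. Among the 8 splits that part the libraries of all 4 mice, it was also 1. The other splits gave 0 genes, and at most 1544 genes at an unadjusted p under 0.05 against 5770 in the real one. Each of the other splits mixes libraries of both time points within a group. A true difference then widens the spread there, so 0 genes does not measure what chance gives. Of 35 splits, 1 is also the smallest number possible. With the mouse as a block, the number of genes was 6415 after a correction for GC content and gene length and 5502 at equal depth. Neither trend therefore accounts for the whole difference. Of the 28 named genes that were tested, 24 differed. Log2 fold changes between 4 h and 1 h were negative for *Nr4a1* (-4.13), *Klf4* (-3.52), *Dusp1* (-2.29), *Ptgs2* (-4.26), *Hilpda* (-0.85), *Plin2* (-0.40), *Nr4a2* (-3.09), *Dusp5* (-1.10), *Fosb* (-6.32), *Tnfaip6* (-4.32), *Nr4a3* (-5.66), *Adra1a* (-2.34), *Fam214a* (-3.14), *Gpr155* (-3.05) and *Rasgrp3* (-3.23). They were positive for *Thbs1* (0.71), *Tgm2* (1.66), *Cytip* (0.31), *Slc16a3* (1.04), *Kcnj2* (0.76), *Ccl3* (0.81), *Ramp3* (2.44), *Nt5e* (2.60) and *Trem1* (1.86). The call of *Cytip* was lost without replicate 3 at 1 h (0.22, adjusted p = 0.0651 in edgeR's test) and without replicate 2 at 4 h (0.22, adjusted p = 0.0534), in a range of adjusted p from 5.15e-05 to 0.0651 over its alternatives. The experiment has 1 untreated group, so the time since treatment cannot be separated from the time in culture, which was not tested.

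The numbers of genes changed against untreated BMDMs were weighed in the same way. At 1 h, 1 of 35 splits gave as many genes, and at 4 h also 1 of 35, in each case the real one and 1 of the 8 that part all 4 mice. For changes of at least 2-fold it was likewise 1 of 35 at 1 h and 1 of 35 at 4 h. The other splits gave 0 genes, and at most 1962 at an unadjusted p under 0.05 against 3763 at 1 h and 1465 against 5847 at 4 h. Each of the other splits mixes treated and untreated libraries within a group. A true effect then widens the spread there, so 0 genes does not measure what chance gives. Of 35 splits, 1 is also the smallest number possible. With the mouse as a block, 4135 genes at 1 h and 6485 at 4 h passed after the correction for GC content and gene length, and 3153 and 5656 at equal depth. The share of higher genes among those changed at least 2-fold at 1 h was 70.2% with scaling by library size only. That scaling shifts fold changes at 1 h downward and could not give rises, so whether genes that take many counts add to this share stays open. All 12 libraries lay nearest to their own group, which argues against a mislabelled library. For the numbers of genes, an effect of fenoterol remains as a hypothesis.

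A signal appeared in gene sets that the paper does not discuss. At 4 h, the hypoxia response list was higher (adjusted p = 0.0131 in limma's camera test on the edgeR fit, 22 of 24 genes higher, 11 with an adjusted p under 0.05 higher and 1 lower, all 4 mice), the lysosome and V-ATPase list lower (adjusted p = 0.0433, 15 of 45 genes higher, 20 past the threshold lower and 5 higher, all 4 mice) and the cholesterol synthesis list higher (adjusted p = 0.0131, 19 of 21 genes higher, 15 past the threshold, all higher, all 4 mice). Adjusted over each list alone, 12, 25 and 17 genes passed. Between the time points, the lysosome list was lower at 4 h (adjusted p = 0.00161). Without members that share reads with other genes, the adjusted p of each of the 3 lists at 4 h was 0.0334. With the correction for GC content and gene length and the mouse as a block, it was 0.00910 for hypoxia, 0.0143 for the lysosome and 3.59e-05 for cholesterol synthesis. These values argue against shared reads and GC content or length as the whole cause. The splits can neither show nor exclude chance, because camera compares a list with the other genes, and many of these changed in the real split only. For hypoxia 13 of the 35 splits gave a p as small (4 of the 8 that part all 4 mice). For the lysosome it was 14 (3 of 8), for cholesterol synthesis 23 (5 of 8) and for the lysosome between the time points 9 (2 of 8). With the correlation between genes estimated from the data, the adjusted p of each list at 4 h was 0.909. The splits and this correlation come from the fit without the mouse as a block and so include the spread between mice. Within mice, the mean log2 change of the cholesterol synthesis list at 4 h was 0.45 to 0.91, and with the mouse as a block its adjusted p was 1.45e-05 (range over its alternatives 1.45e-05 to 0.909). What gives these changes stays open.

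Single genes that the paper does not discuss also changed with an adjusted p under 0.05 in edgeR's test. *Adra1a* was at 604 ± 172 normalized counts (SD, n = 4 mice) in untreated BMDMs and at 131 ± 47.7 after 4 h, a log2 fold change of -2.21 (adjusted p = 4.98e-06, lower in 4 of 4 mice, range over its alternatives 9.50e-13 to 4.20e-05). Of the stretches of 50 bases in its transcripts, 0.386% are also in a transcript of another gene, and with the correction for GC content and gene length and the mouse as a block its log2 fold change was -2.20, so neither accounts for the fall. *Tnfaip6* (9.08 at 1 h) and *Ramp3* (8.19 at 4 h) were nearly absent from untreated BMDMs, and these fitted values depend on the treatment of low counts, with 2.69 and 2.56 in limma on vsn-scaled counts. *Ccl3* (-3.65 at 1 h), *Irf4* (-3.53 at 1 h) and *Rasgrp3* (-3.71 at 4 h) were lower in 4 of 4 mice. Of the stretches of 50 bases, 0% in *Ccl3*, *Irf4* and *Rasgrp3*, 0.0602% in *Tnfaip6* and 3.994% in *Ramp3* are also in a transcript of another gene. These values argue against shared reads as the source of the falls of *Ccl3*, *Irf4* and *Rasgrp3*. Each of the 5 changes kept its direction and call in all 19 alternatives, among them the block with the correction for GC content and gene length. No biological explanation was tested.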

How the results depend on the processing

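The mouse as a block together with a correction for GC content and gene length or with equal depth, and the sets without members that share reads, were chosen after seeing the data, and these tests were chosen only after the result was seen.

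Across the alternatives, 1004 comparisons of single genes and other gene sets kept their direction and their side of the threshold, 20 became stronger, 5 weaker and 1 reversed. When 1 library was left out, 668 comparisons of single genes stayed the same, 1 became stronger, 2 weaker and 9 reversed. The stronger one was *Dgat2* at 4 h without untreated replicate 4 (-1.20, adjusted p = 0.0443 in edgeR's test). The log2 fold change of *Hilpda* at 1 h lay between 3.28 and 3.81 and that of *Dgat1* at 4 h between 3.29 and 3.50 over all alternatives. With 1 library left out in turn, 2100 to 2390 genes changed at 1 h, 4463 to 4722 at 4 h, and 4209 to 4407 differed between the time points.

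An adjusted p under 0.01 left 1580 genes at 1 h and 962 genes shared by both time points, because the threshold is stricter. The block with the correction for GC content and gene length gave 4135 genes at 1 h, and the cause was not tested. With limma on vsn-scaled counts, 306 genes at 1 h and 610 at 4 h changed at least 2-fold, and the share of higher genes at 1 h was 83.0%. With scaling by library size only this share was 70.2%, where all fold changes at 1 h shift by a median of -0.07. Camera with an estimated correlation called 0 of the other gene sets, and 0 of these 16 tests had an unadjusted p under 0.05. The triglyceride list passed there only before adjustment over the 20 tests (adjusted p = 0.304 at 1 h and at 4 h). Without *Dgat1*, the triglyceride list had p = 0.112 at 1 h and p = 0.129 at 4 h in limma's camera test with the preset correlation. The list loses its largest member there.

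*Dgat1* ranked 29 at 4 h with DESeq2, 83 with limma-voom, 14 with no filter on low counts, 28 with the block, 22 with the block at equal depth, and 20 to 77 with 1 library left out, lowest without replicate 2 at 4 h and highest without untreated replicate 4. *Hilpda* ranked 106 at 1 h with limma-voom and 26 to 60 with 1 library left out, lowest without replicate 1 at 1 h and highest without replicate 3 at 1 h. The cause was not tested.

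Reversed directions were those of changes near 0: *Adra1a* at 1 h without replicate 1 at 1 h (-0.00359, up to 0.33 over the libraries left out), *Dgat2* at 1 h without replicate 1 at 1 h (-0.12), replicate 3 at 1 h (-0.06) or untreated replicate 4 (-0.27, up to 0.40), *Klf4* at 4 h without untreated replicate 3 (-0.00496), *Pnpla2* between the time points without replicate 1 (-0.0170) or 3 (-0.0128) at 1 h or replicate 1 (-0.00205) or 2 (-0.00996) at 4 h (up to 0.0881), and the inflammatory cytokine list at 1 h with the block and the correction for GC content and gene length (adjusted p = 0.987 in limma's camera test). Of the gene sets with 1 library left out, the interferon-stimulated list at 1 h was lower without untreated replicate 1 or 4 or replicate 3 at 1 h, and the G1/S and DNA replication list at 1 h lower without replicate 3 at 1 h, and neither passed the threshold in any fit. The cause was not tested.

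The mouse as a block, which pairs the libraries, gave 3348 genes at 1 h, 5870 at 4 h and 5775 between the time points. It brought past the threshold *Dgat2* at 4 h (-0.70, adjusted p = 0.0279 in edgeR's test) and between the time points (-0.85, adjusted p = 0.00875), *Dgat1* between the time points (0.23, adjusted p = 0.0187), *Irf4* between the time points (0.70, adjusted p = 0.00718), *Rasgrp3* at 1 h (-0.47, adjusted p = 0.00112) and the cholesterol synthesis list at 1 h (adjusted p = 0.00760 in limma's camera test). Among the named genes and the other gene sets at 1 h and 4 h, the block changed no other call. The wider triglyceride list and the gene sets between the time points were not among these comparisons. Over the alternatives, the adjusted p lay between 0.0143 and 0.674 for *Dgat2* at 4 h, 0.00472 and 0.442 for *Dgat2* between the time points, 0.00738 and 0.475 for *Dgat1*, 0.00324 and 0.280 for *Irf4*, 9.93e-05 and 0.773 for *Rasgrp3*, and 0.00760 and 0.909 for cholesterol synthesis. The lysosome list at 4 h had an adjusted p of 0.0532 with scaling by library size only (range 0.00615 to 0.909), and *Tnfaip6* at 4 h had 0.108 with limma on vsn-scaled counts (range 1.29e-05 to 0.108).

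Low counts limit *Dgat2*, with 7 to 90 counts per untreated library, and *Ptgs2* (4 to 6 counts), *Nr4a3* (1 to 4), *Nt5e* (0 to 4), *Trem1* (1 to 9), *Tnfaip6* (0 to 1) and *Ramp3* (0 to 2), whose untreated level is close to the floor of 3 counts. Their fitted fold changes move with single libraries. Without untreated replicate 3, *Nt5e* had 6.03 at 1 h and 8.61 at 4 h. Without untreated replicate 2, *Ramp3* had 8.15 at 1 h and 10.59 at 4 h. Without untreated replicate 1, *Tnfaip6* had 10.67 at 1 h and 6.35 at 4 h. In these fits of *Ramp3* and *Tnfaip6*, all untreated libraries left had 0 counts, so the values do not measure the size of the rise.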

Differences from the paper's values

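No test in this part was chosen only after the result was seen, except the alternative named so below. Of 29 log2 fold changes that the paper's Tables S1 and S2 give for genes named here, 14 differed by more than the SD between replicates, and 0 signs differed. With limma on vsn-scaled counts, the method that the paper's methods state, 1 differed.

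The paper gives 6.00 for *Dusp5* at 1 h against 6.72 here (5.87 with limma on vsn-scaled counts) and 4.91 at 4 h against 5.61 (4.77). It gives -3.53 for *Fam214a* at 4 h against -3.96 (-3.44), 7.77 for *Fosb* at 1 h against 9.71 (7.53), -3.54 for *Gpr155* at 4 h against -3.94 (-3.45) and -3.15 for *Kcnj2* at 1 h against -3.71 (-3.03). The paper's 3.60 for *Nr4a2* at 4 h compares with 5.38 (3.37), its 5.27 for *Nr4a3* at 1 h with 8.81 (4.98), its 3.98 for *Nt5e* at 4 h with 7.92 (3.68), its 4.65 for *Ptgs2* at 1 h with 7.29 (4.38), and its 2.84 and 4.57 for *Trem1* at 1 h and 4 h with 5.15 (2.61) and 7.01 (4.30). For these values limma on vsn-scaled counts closed the gap, and none of the other alternatives set before the data were examined did. For *Hilpda* at 4 h the paper gives 2.54 against 2.86 here. The gap closed with limma on vsn-scaled counts (2.47), without replicate 1 (2.82) or 3 (2.81) at 4 h, and without untreated replicate 1 (2.78) or 4 (2.80), and with no other alternative. For *Nr4a2* at 1 h the paper gives 6.60 against 8.47 here, and no alternative closed the gap, with 6.36 in limma on vsn-scaled counts.

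The paper ranks *Dgat1* 32 at 4 h, against 51 here. The rank came within 1.5 times of the paper's with DESeq2 (29), scaling by library size only (43), limma on vsn-scaled counts (34), only the 2 groups compared (36), the mouse as a block (28), and without replicate 3 (35) or 4 (43) at 4 h. It did not with the other alternatives set before the data were examined. With the block at equal depth, chosen after seeing the values, it was 22. The paper ranks *Hilpda* 25 at 1 h, against 50 here, and this gap closed only without replicate 1 at 1 h (26).

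The paper states that rises predominated at 1 h. This held here for genes changed at least 2-fold (368 higher, 118 lower) and for the 100 genes with the smallest p (93 higher). Without a minimum fold change it did not hold, with 1242 genes higher and 1251 lower. The paper's text states no threshold for a DEG, but the curve in its volcano plots also asks for a fold change. The count without a minimum is therefore set at an unlike threshold. Table S2 holds 61 genes that were higher, and 52 of the 100 genes with the smallest p at 4 h were higher here.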

Other observations

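The split tests of the triglyceride list and the wider list were chosen only after the result was seen; the tests of the 8 other gene lists were written beforehand.

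*Plin2* was lower in fenoterol-treated BMDMs, by -0.27 on the log2 scale at 1 h (adjusted p = 0.00740 in edgeR's quasi-likelihood test) and -0.67 at 4 h (adjusted p = 9.68e-07), in 4 of 4 mice. *Dgat2* did not pass the threshold at 1 h (0.09, adjusted p = 0.940) or at 4 h (-0.82, adjusted p = 0.289). At 4 h it passed with the mouse as a block (-0.70, adjusted p = 0.0279), with the block and the correction for GC content and gene length (-0.75, adjusted p = 0.0143) and without untreated replicate 4 (-1.20, adjusted p = 0.0443), in a range of adjusted p from 0.0143 to 0.674. *Pnpla2* did not pass at 1 h (-0.12, adjusted p = 0.312) or 4 h (-0.10, adjusted p = 0.327), except with the block and the correction for GC content and gene length, where it had an adjusted p of 0.0178 at 1 h and 0.0231 at 4 h (range 0.0178 to 0.577 and 0.0231 to 0.758).

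Of the genes that passed at both time points, 147 changed in opposite directions, 85 from higher to lower and 62 from lower to higher, and all 147 also passed in the direct comparison of the time points with edgeR's test.

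For the triglyceride list, 3 of the 35 splits gave a p as small as the real one at 1 h (1 of the 8 that part all 4 mice) and 1 of 35 at 4 h (1 of 8). For the wider list with fatty acyl-CoA synthesis, it was 8 of 35 at 1 h (3 of 8) and 7 of 35 at 4 h (1 of 8). The splits can neither show nor exclude chance for these lists, because camera compares a list with the other genes. In the real split 2493 genes changed at 1 h and 4958 at 4 h, and in the other splits 0, so the p-values are not comparable. Among the 8 splits that part all 4 mice, 1 of 8 is the smallest share possible.

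Hypotheses on other gene lists were tested with limma's camera test on the edgeR fit. A general hypoxia response as the source of the rise of *Hilpda* at 1 h stays open (adjusted p = 0.252 for the list at 1 h, higher in 18 of 24 genes and all 4 mice). Lower expression of mitochondrial fatty acid oxidation genes at 4 h, for the lower oleate oxidation that the paper reports, was not seen by camera (adjusted p = 0.538). It was seen by fry (adjusted p = 0.00814, range over the alternatives 0.00814 to 0.909), with 4 of 18 genes higher. The fry test does not compare the list with the other genes. Oxidative phosphorylation genes at 4 h had an adjusted p of 0.252. Lysosomal genes fell together at 4 h (adjusted p = 0.0433) and cholesterol synthesis genes rose (adjusted p = 0.0131), with the limits given above. Lower inflammatory cytokine transcripts at 4 h without LPS were not seen (adjusted p = 0.704), as 6 of the 11 genes passed the threshold upward and 4 downward. Interferon-stimulated genes (adjusted p = 0.538) and G1/S genes (adjusted p = 0.671) gave no answer at 4 h.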
